# CTCF counter-regulates cardiomyocyte development and maturation programs in the embryonic heart

**DOI:** 10.1371/journal.pgen.1006985

**Published:** 2017-08-28

**Authors:** Melisa Gomez-Velazquez, Claudio Badia-Careaga, Ana Victoria Lechuga-Vieco, Rocio Nieto-Arellano, Juan J. Tena, Isabel Rollan, Alba Alvarez, Carlos Torroja, Eva F. Caceres, Anna R. Roy, Niels Galjart, Paul Delgado-Olguin, Fatima Sanchez-Cabo, Jose Antonio Enriquez, Jose Luis Gomez-Skarmeta, Miguel Manzanares

## Abstract

Cardiac progenitors are specified early in development and progressively differentiate and mature into fully functional cardiomyocytes. This process is controlled by an extensively studied transcriptional program. However, the regulatory events coordinating the progression of such program from development to maturation are largely unknown. Here, we show that the genome organizer CTCF is essential for cardiogenesis and that it mediates genomic interactions to coordinate cardiomyocyte differentiation and maturation in the developing heart. Inactivation of *Ctcf* in cardiac progenitor cells and their derivatives *in vivo* during development caused severe cardiac defects and death at embryonic day 12.5. Genome wide expression analysis in *Ctcf* mutant hearts revealed that genes controlling mitochondrial function and protein production, required for cardiomyocyte maturation, were upregulated. However, mitochondria from mutant cardiomyocytes do not mature properly. In contrast, multiple development regulatory genes near predicted heart enhancers, including genes in the *IrxA* cluster, were downregulated in *Ctcf* mutants, suggesting that CTCF promotes cardiomyocyte differentiation by facilitating enhancer-promoter interactions. Accordingly, loss of CTCF disrupts gene expression and chromatin interactions as shown by chromatin conformation capture followed by deep sequencing. Furthermore, CRISPR-mediated deletion of an intergenic CTCF site within the *IrxA* cluster alters gene expression in the developing heart. Thus, CTCF mediates local regulatory interactions to coordinate transcriptional programs controlling transitions in morphology and function during heart development.

## Author summary

Properly regulated gene expression in time and space during development and differentiation requires not only transcriptional inputs, but also specific structuring of the chromatin. CTCF is a DNA binding factor that is believed to be critical for this process through binding to tens of thousands of sites across the genome. Despite the knowledge gained in recent years on the role of CTCF in genome organization, its functions *in vivo* are poorly understood. To address this issue, we studied the effect of genetically deleting CTCF in differentiating cardiomyocytes at early stages of mouse development. Surprisingly only a fraction of genes change their expression when CTCF is removed. Importantly, misregulated genes control opposing genetic programs in charge of development and patterning on one hand, and cardiomyocyte maturation on the other. This imbalance leads to faulty mitochondria and incorrect expression of cardiac patterning genes, and subsequent embryonic lethality. Our results suggest that CTCF is not necessary for maintenance of global genome structure, but coordinates dynamic genetic programs controlling phenotypic transitions in developing cells and tissues.

## Introduction

The coordinated deployment of genetic programs during lineage commitment and differentiation is a hallmark of developmental processes. Cell specification and maturation are coordinated by controlled activation and repression of specific gene expression programs. In the heart, the first functional organ in the embryo, activation of a core set of cardiogenic transcription factors controls specification of cardiac progenitor cells [1]. Shortly after, high expression of genes encoding sarcomeric components defines the contractile cardiomyocyte as early as embryonic day (E) 8.5. Cardiomyocytes then mature by further sarcomere assembly [2], and increased mitochondrial biogenesis [3, 4], and finally exit the cell cycle and become binucleated at early postnatal stages [5].

Even though the genes and regulatory networks controlling morphogenesis and function in the heart are well characterized [6], the events that coordinate the progression from differentiation to maturation are not understood. Recent studies using both mouse and human pluripotent cells have revealed that epigenomic landscapes and chromatin signatures dynamically change during cardiomyocyte differentiation [7, 8], suggesting that chromatin structure might control cardiogenesis. Chromatin conformational changes allow physical interaction of distal regulatory elements in the genome. However, the chromatin interactions controlling expression of cardiac development and maturation are poorly understood.

The study of genome function during the last decade [9, 10] has provided an initial understanding of how functional elements scattered throughout the genome act coordinately to control gene activity. The advent of tools to analyze interactions between distal regions of chromatin [11] has allowed detailed mapping of the three-dimensional genome structure [12, 13] and its organization in distinct regulatory domains [14]. However, how these domains are established, and their function in gene expression regulation are poorly understood. CTCF (CCCTC-binding factor) is one of the best described architectural proteins with a role in chromatin structure organization. Through sequence specific binding to DNA, CTCF acts as a barrier for heterochromatin spreading, establishes boundaries between adjacent topologically associating domains (TADs), defines insulator elements that block enhancer activity on promoters, and contributes to enhancer-promoter interactions [15, 16]. Loss of function studies using knock-out and knock-down approaches have shown that CTCF is essential in early embryo development [17–19]. Conditional deletion of *Ctcf* in different developmental contexts leads to defects in cell cycle progression [17], increased apoptosis [20, 21], and its deletion in postmitotic neurons leads to decreases in the expression of clustered protocadherin genes [22]. Yet, we still do not fully understand how CTCF controls chromatin structure to coordinate gene expression.

Here, we have studied how CTCF regulates gene expression in the context of the developing mammalian heart. We deleted *Ctcf* in a population of cardiac progenitor cells, which results in cardiac malformations and embryonic death. Analysis of global transcriptional changes preceding morphological defects caused by loss of CTCF showed downregulation of the cardiac developmental program, and concomitant upregulation of programs involved in cardiomyocyte maturation. This suggests that *Ctcf* deletion causes a premature arrest of cardiac development and concomitantly promotes cardiomyocyte maturation. Thus, CTCF mediates local chromatin interactions to coordinate transcriptional programs that control developmental transitions in the heart.

## Results

### Cardiac specific deletion of *Ctcf* leads to embryonic lethality

To address the role of CTCF during development, we deleted *Ctcf* in cardiac progenitor cells and their derivatives by using a floxed allele [17] and the *Nkx2*.*5*-*Cre* driver, which starts acting as early as E7.5-E8.0 in cardiomyocyte precursors in the cardiac crescent [23]. E10.5 or E11.5 mutant (*Ctcf*^*fl/fl*^;*Nkx2*.*5-Cre*) embryos appeared normal and showed no gross morphological alterations in the heart (Fig 1A–1D). At E12.5, mutant embryos presented pericardial edema (Fig 1E) and the cardiac chambers did not expand properly (Fig 1F). Histological examination showed no defects in E9.5 mutant hearts as compared to controls (Fig 1G and 1H). In E10.5 mutants, the four chambers and the atrioventricular canal formed properly, although the interventricular septum appeared slightly disorganized (Fig 1I and 1J). This defect was exacerbated by E11.5, when thinning of the myocardial wall was also evident (Fig 1K and 1L). No mutant embryos were recovered beyond E12.5 (S1 Table). Control *Nkx2*.*5-Cre* and compound *Ctcf*^*fl/+*^;*Nkx2*.*5-Cre* heterozygotes showed normal morphology at these stages (S1 Fig).

**Fig 1:**
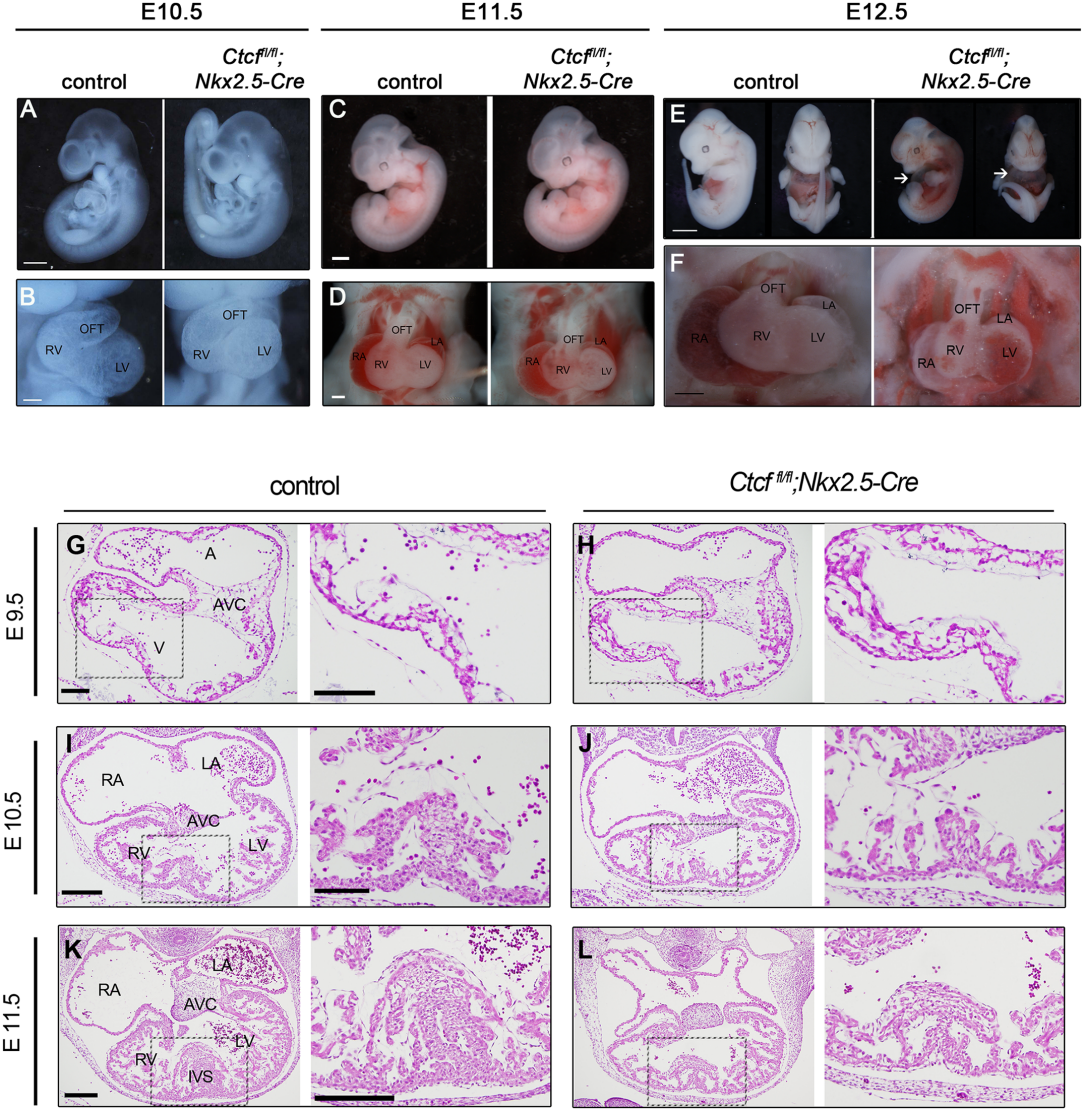
Morphological defects in *Ctcf* mutant embryonic hearts. Whole mount control and mutant (*Ctcf*^*fl*/*fl*^;*Nkx2-5-Cre*) embryos at E10.5 (A, B), E11.5 (C, D) and E12.5 (E, F). Arrows in (E) point to the pericardial edema present in mutant embryos. Higher magnification of the heart show morphological defects in *Ctcf* mutant hearts becoming manifest at E12.5 (F). (G-L) Sections from control and mutant embryos stained with hematoxylin and eosin; higher magnifications (black dashed boxes) for each are shown on the right of each section. Disorganization of the interventricular septum and thinning of the myocardial wall is apparent in *Ctcf* mutant hearts at E11.5. A, atria; V, ventricle; RA, right atria; LA, left atria; RV, right ventricle; LV, left ventricle; AVC, atrioventricular canal; IVS, interventricular septum. Scale bars, 750 μm (A), 200 μm (B, D), 1 mm (C), 2 mm (E), 800 μm (F), 100 μm (G, H), 200 μm (I-L), and 100 μm in all higher magnifications.

To understand the effect of *Ctcf* deletion in the developing heart, we determined the time point when CTCF protein was lost in cardiomyocytes. We performed co-immunostaining for CTCF and the cardiomyocyte marker TNNT2 at different stages of heart development (S2 Fig). In E9.5 mutant hearts, 46% of cardiomyocytes still had detectable nuclear CTCF, albeit at lower levels than in controls, in which all nuclei were double positive (S2A and S2B Fig; S2 Table). However, by E10.5 we were not able to identify any cardiomyocyte expressing CTCF in mutant hearts, although expression was present in endocardium (S2C and S2D Fig). The same pattern was observed at E11.5 (S2E and S2F Fig). Persistent CTCF protein in cardiomyocytes at E9.5, despite that *Nkx2*.*5*-*Cre* is active from E7.5-E8.0 [23], could be explained by protein long half-life [24, 25]. It has been recently shown that 15% of CTCF is sufficient for proper function [26]. Therefore, the remaining protein we observe can explain why morphological defects are not detected until E10.5.

We assessed whether cardiac defects were due to decreased cell proliferation or increased apoptosis. Numbers of cardiomyocytes positive for TUNEL staining (S3A–S3F, S3M and S3O Fig; S3 Table) or phosphorylated histone H3 (S3G–S3L, S3N and S3P Fig; S3 Table) were not altered in mutant hearts at E10.5 and E11.5, indicating that apoptosis and proliferation were unaffected. Accordingly, we did not observe a difference in the number of cardiomyocytes between mutants and controls at these stages (S3 Table). Our results differ from others showing that CTCF loss in other developmental systems cause increased apoptosis [20], suggesting context-specific effects of CTCF. Our results indicate that *Ctcf* is required for cardiac morphogenesis.

### Transcriptional changes in the developing heart caused by *Ctcf* deletion

To understand the function of CTCF as a transcriptional regulator in the developing heart, we analyzed the global effects of CTCF loss on gene transcription. 

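RNA-seq data were analyzed for 9 libraries, with 3 each from control, heterozygous and homozygous mouse hearts at E10.5. Each library was made from a pool of 6 hearts and sequenced on a GAIIx instrument, and the pool is the replicate (n = 3 per genotype). *Nkx2.5-Cre* recombines floxed alleles in the early heart. It was carried by heterozygotes and homozygotes and not by controls, so a comparison with controls also includes the driver. The paper gives the RNA-seq controls as *Ctcf* fl/+ without Cre and its methods name *Ctcf* fl/+ or fl/fl embryos as controls, while the labels of the deposited samples give *Ctcf* fl/fl without Cre. The authors deposited one table of normalized expression values for 14011 genes, made on the transcriptome of NCBIM37. The paper's text does not name the aligner, the counting program, the normalization or the test. Each value was a whole number of reads plus 0.5, scaled by one effective library size per library. This is the form that limma's voom uses before taking logs. Whole reads were recovered for 100% of the values. In all 9 libraries the effective size equaled the total reads times the factor given by edgeR's TMM method. Total reads were 8457617, 9654014 and 6698891 in the control libraries and 9896345, 7946683 and 4294537 in the heterozygous libraries, with medians of 8457617 and 7946683. They were 4437234, 6139084 and 11629365 in homozygote replicates 1, 2 and 3, with a median of 6139084. One read was worth between 0.0901 and 0.231 units of the normalized value. Columns were assigned to genotypes through S4 Table, whose group averages equaled the column means in 1998 of 1998 genes for controls and homozygotes and in 787 of 787 genes for heterozygotes. The column names alone would give another assignment, since the columns assigned to controls are named Het and those assigned to heterozygotes DH, while the titles of the deposited samples use HET for the heterozygotes with the driver. The copy of S4 Table used here held 1998 of the paper's 2334 genes for homozygotes against controls, 787 of its 1988 for homozygotes against heterozygotes and 0 of its 24 for heterozygotes against controls. The numbers that end the control and heterozygous column names match no deposited sample by its title, and these libraries are named by their total reads.

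All 14011 genes had a value of at least 1 in at least 3 libraries, so the lowest genes had been removed before deposition. Gene names and coordinates came from the GENCODE M1 annotation of the same build, which placed 13987 of the genes. The 9 libraries were fitted together on the log2(value + 0.5) scale with limma, using one mean-variance trend, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed. A fold change on this scale understates the change of genes with low values. Replicates of each genotype differed by more than the sampling noise (chi-square per degree of freedom from 3.22 to 7.15 over the 9 pairs), and each was counted as a separate sample. For a single gene, 3 libraries against 3 cannot give a p below 0.10 in a two-sided exact permutation test. *Ctcf* (ENSMUSG00000005698), the deleted gene, lies on chromosome 8 of NCBIM37 from 108160468 to 108206822. Its value was 121, 122 and 122 in the control libraries in the order above, 101, 94.2 and 97.0 in the heterozygous libraries and 79.6, 80.0 and 84.7 in homozygote replicates 1, 2 and 3. The mean in homozygotes was 67.0% of that in controls, a log2 fold change of -0.57 (standard error 0.06, limma adjusted p = 2.91e-05). The mean in heterozygotes was 80.1% of that in controls. These values cover the whole gene and all cells of the heart.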

We performed RNA-seq analysis on hearts homozygous for cardiac-specific deletion of *Ctcf* (*Ctcf*^*fl/fl*^;*Nkx2*.*5-Cre*); heterozygotes, with deletion of only one allele (*Ctcf*^*fl/+*^;*Nkx2*.*5-Cre*); and control heterozygotes for the floxed allele but not carrying the *Nkx2*.*5-Cre* driver (*Ctcf*^*fl/+*^). To identify the earliest transcriptional effects of *Ctcf* deletion this analysis was performed at E10.5, when we first observed a complete loss of CTCF in the mutants. Comparison between homozygous *Ctcf*-deleted hearts and heterozygotes or controls yielded approximately 2,000 differentially expressed genes in each case, of which roughly half were upregulated and half downregulated (S4 Table). 

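Homozygotes differed from controls in 2133 of the 14011 genes tested (limma, adjusted p under 0.05), of which 1008 were higher and 1125 lower in homozygotes, and 47.3% of the called genes were higher. Homozygotes differed from heterozygotes in 1901 genes, of which 962 were higher and 939 lower, and 50.6% were higher. At an unadjusted p under 0.05 the numbers were 4145 and 3874. The median absolute log2 fold change of the called genes was 0.42 against controls and 0.43 against heterozygotes, and 192 and 168 of them changed by more than 2-fold. The comparisons shared 1321 called genes, but both use the same homozygote libraries, so the overlap is not independent evidence. The threshold moved these numbers most, to 858 and 722 genes at an adjusted p under 0.01. Removing the trend of the values with exonic gene length, an alternative chosen after seeing the data, changed the balance of directions against controls. It left 1535 genes called against controls, 841 higher and 694 lower (54.8% higher). Against heterozygotes it left 1562, with 822 higher and 740 lower (52.6% higher). Without the control library of 6698891 reads, 1059 genes were called against controls, and without homozygote replicate 3, 1254 genes were called against controls and 1006 against heterozygotes. Without the heterozygous libraries of 7946683 and 4294537 reads, 1255 and 1224 genes were called against heterozygotes. Among called genes with a mean value of at least 10 in the higher group and no overlap between the libraries of homozygotes and controls, the 5 largest falls were in *Gsg1l*, *Scube2*, *Tnni2*, *S100a1* and *Epdr1*. *Gsg1l* (ENSMUSG00000046182), on chromosome 7 from 133021933 to 133225925, had a value of 16.4 ± 2.34 (SD, n = 3) in controls, 12.6 ± 1.47 in heterozygotes and 2.74 ± 0.469 in homozygotes, a log2 fold change of -2.39 (standard error 0.17, limma adjusted p = 2.02e-06). *Scube2* changed by -2.35, *S100a1* by -1.96 and *Epdr1* by -1.60 on the log2 scale, all below every control library in every homozygote library. Among the largest rises were those of the pseudogenes *Rps2-ps10*, *Gm13443*, *Gm15487* and *Gm9825*, which were also high in heterozygotes and whose reads could be shared with near-identical parent genes.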

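Heterozygotes differed from controls in 20 genes (limma, adjusted p under 0.05), with 13 higher and 7 lower in heterozygotes, and 1032 genes had an unadjusted p under 0.05. The number fell to 10 with limma without the mean-variance trend, and to 13 without the control library of 9654014 reads or without the heterozygous library of 4294537 reads. Of the 20 genes, 8 are annotated as pseudogenes. *Ctcf* was among the 20, with a log2 fold change of -0.32 (standard error 0.06, limma adjusted p = 0.0467). Its adjusted p rose above the threshold in 14 of 19 alternative settings, among them each of the 9 fits that left out 1 library, and lay between 0.0447 and 0.269 over all of them, while every heterozygous library stayed below every control library. *Rps2-ps10* (ENSMUSG00000069367), on chromosome 18 from 61418734 to 61419615, had the smallest adjusted p. It had 0 reads in all 3 control libraries and 1160, 1075 and 398 reads in the heterozygous libraries, and was at least 222-fold higher in heterozygotes, counted against 3 reads in the controls. *Gm13443*, *Gm9825* and *Gm14292* also had 0 reads in controls, and were at least 36.8-fold, 24.1-fold and 11.4-fold higher in heterozygotes. *Gm15487*, *Gm15772*, *Dynlt1b*, *Tmem181b-ps* and *Gm9846* were also among the genes with the smallest adjusted p, with log2 fold changes of 4.47, 5.75, 2.98, 1.76 and -3.11. All 8 called pseudogenes had a near-identical protein-coding transcript (at least 95% identity over at least 50% of their exonic length), as did 176 of the 237 pseudogenes tested, so their reads could be split with that gene by the counting. The parent gene was lower in heterozygotes for 6 of the 8.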

Interestingly, comparison between heterozygotes and controls returned only 24 differentially expressed genes, including *Ctcf* itself and11 pseudogenes (S4 Table). This suggests that, at least in the developing heart [27], one functional *Ctcf* allele is sufficient for correct regulation of gene expression.

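The position of heterozygotes between controls and homozygotes was measured over the 2133 genes called between homozygotes and controls. The change in heterozygotes was a median of 0.140 of the change in homozygotes on the log2 scale, and 69.7% of these genes changed with the same sign. Both changes are measured from the same control libraries, so this median lies above 0, and the share with the same sign above that of chance, even when heterozygotes equal controls. In 100 simulated data sets in which heterozygotes equaled controls, the median was 0.0745, with a range from 0.0621 to 0.0870, and 62.3% of genes changed with the same sign (from 60.2% to 64.7%). When the homozygote effect was shrunk in the simulation, a form chosen after the numbers of called genes had been seen, the median was 0.0664, from 0.0523 to 0.0785, and the share 61.5%, from 58.5% to 64.1%. Both forms called more genes than the 2133 of the data, a median of 3523 (from 3403 to 3641) in the first and 2490.5 (from 2345 to 2568) in the shrunk form. The simulated values are thus taken over a wider selection of genes. Genes were simulated as independent of each other, which real genes are not. The median was 0.153, 0.171 and 0.114 in the heterozygous libraries of 9896345, 7946683 and 4294537 reads, and it was 0.119 over the genes with an adjusted p under 0.01. From the short list of genes that differ between heterozygotes and controls, the paper proposes that a single functional allele is enough for correct expression in the developing heart.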

Gene-ontology analysis [28] of all genes differentially expressed upon *Ctcf* deletion showed enrichment in terms related to developmental processes, including heart development, contractile fibers, translation and mitochondria (Fig 2A; S5 and S6 Tables). When we analyzed upregulated and downregulated genes separately, we found a clear distinction in the functional categories enriched in each case. Numerous upregulated genes were enriched in categories related to translation and mitochondrial function. In contrast, the downregulated genes were over represented in categories related to heart development and the sarcomere (S5 and S6 Tables).

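Gene families defined by nomenclature before the data were examined were tested in homozygotes against controls, in place of gene-ontology terms, with limma's camera at a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 14 families. The 78 cytosolic ribosomal protein genes had a median log2 fold change of 0.33, with 63 called higher and 0 lower (limma's camera adjusted p = 2.18e-24), and all 3 homozygote libraries lay above all 3 control libraries. The 75 mitochondrial ribosomal protein genes had a median of 0.16, with 18 called higher and 1, *Mrps2*, called lower (limma's camera adjusted p = 8.27e-10). In total 11 of the 14 families passed an adjusted p under 0.05. With limma's fry the mitochondrially encoded proteins no longer passed, while respiratory complex II and the imprinted genes did. With a correlation estimated from the data 0 families passed (lowest adjusted p 0.169, with 3 families at an unadjusted p under 0.05). The calls with limma's camera thus depend on its preset correlation. Limma's fry uses no preset correlation, and the other families that had passed with camera also passed with it. But fry asks whether a family changes at all, while camera asks whether it changes more than the other genes. A pass with fry therefore does not settle the calls with camera. The adjusted p from limma's fry was 0.00379 for the cytosolic and 0.00248 for the mitochondrial ribosomal proteins. Short genes rose in homozygotes in general: the median log2 fold change was 0.17 over the 1399 genes with the shortest exonic length and -0.16 over the 1399 with the longest. With the trend with gene length removed, an alternative chosen after seeing the data, 6 families passed. The cytosolic ribosomal proteins had a median of 0.21 and the mitochondrial ribosomal proteins 0.09 after this removal. Near-identical copies elsewhere in the genome, with which reads could be shared, exist for 71 of the 78 cytosolic and 19 of the 75 mitochondrial ribosomal protein genes.

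**Figure D1:**
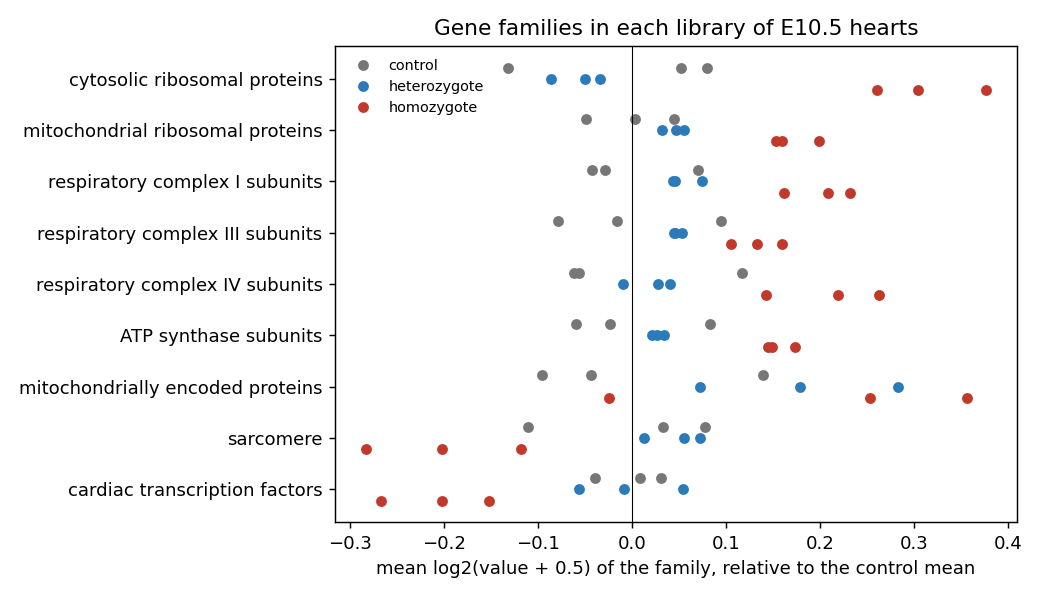
Mean log2(value + 0.5) of each gene family in each of the 9 libraries, relative to the mean of the 3 control libraries, with one point per library colored by genotype. All 3 homozygote libraries lie above all control libraries for the cytosolic and the mitochondrial ribosomal proteins and below them for the cardiac transcription factors and the sarcomere genes, while the mitochondrially encoded proteins overlap between genotypes and change sign under quantile normalization.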

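Cardiac transcription factors, a list of 35 genes written before the data were examined, had a median log2 fold change of -0.18 in homozygotes against controls, with 11 called lower and 1 higher (limma's camera adjusted p = 6.87e-05). The gene called higher was *Tbx18*. The median was -0.087 without homozygote replicate 3, and the list still passed. Of these genes, 13 are also in the study's own lists from these libraries. The median was -0.19 against heterozygotes, with 14 called lower and 2, *Tbx18* and *Foxh1*, called higher. Sarcomere genes moved in both directions. The 40 genes had a median of -0.04 against controls, with 6 called higher and 6 lower (limma's camera adjusted p = 0.327), and -0.16 against heterozygotes, with 1, *Tnnt3*, called higher and 12 called lower (limma's camera adjusted p = 0.000904, 0.0391 with limma's fry and 0.395 with an estimated correlation). The sarcomere median against controls was -0.14 with quantile normalization, which passed the threshold, and 0.02 without homozygote replicate 3. The difference between the comparison with controls and that with heterozygotes was not tested. In heterozygotes against controls the sarcomere median was 0.12, with 0 genes called and 9 at an unadjusted p under 0.05 (limma's camera adjusted p = 8.78e-05, but 0.523 with limma's fry and 0.813 with an estimated correlation), and 0 of the 3 heterozygous libraries lay above all control libraries.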

**Fig 2:**
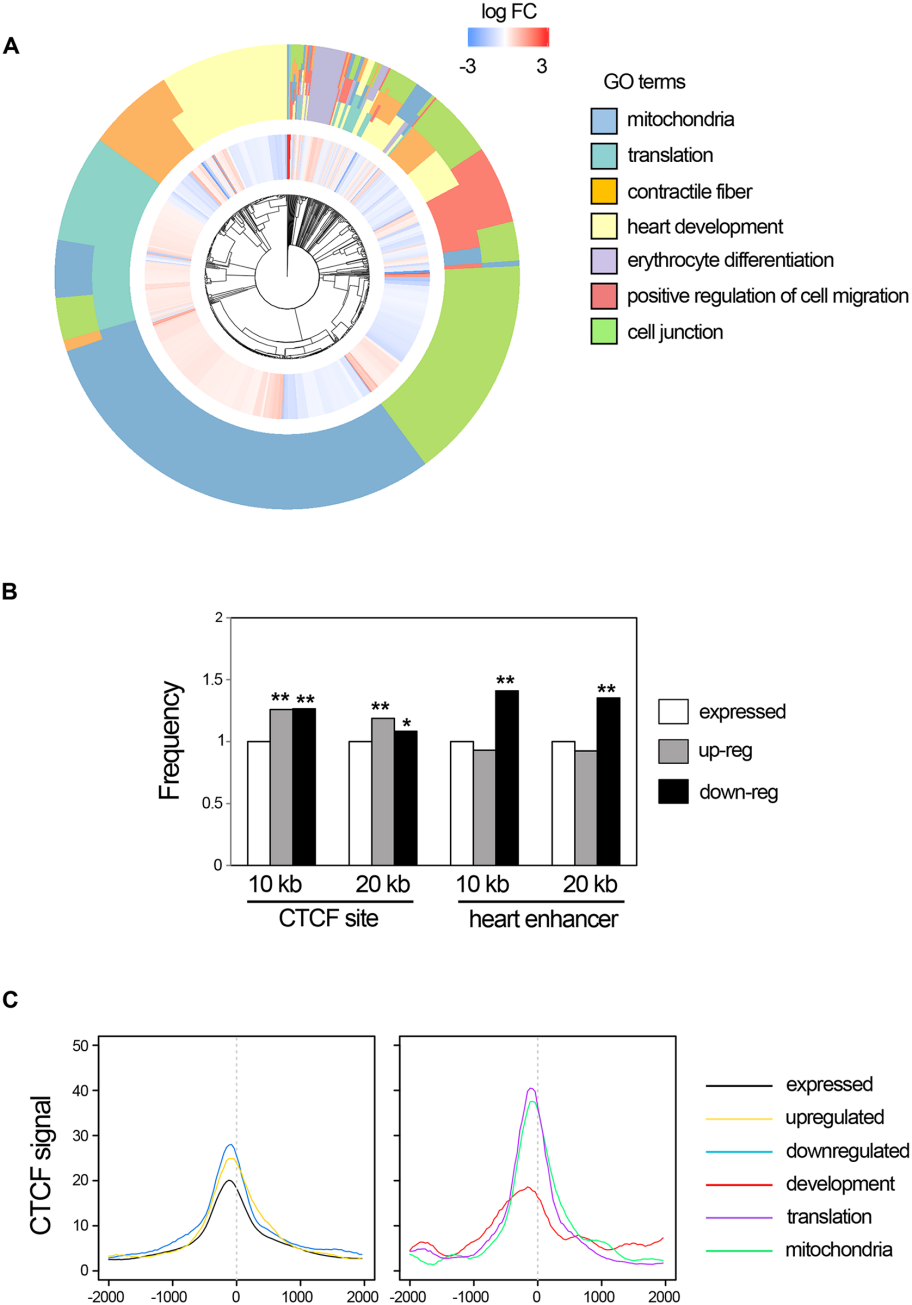
Transcriptional changes in *Ctcf* mutant hearts. (A) Iris plot showing enriched GO terms in differentially expressed genes between control and mutant E10.5 hearts (outside circle), together with changes in expression of individual genes (inner circle; red, upregulated in mutants; blue, downregulated). (B) Genes that are up- or downregulated in *Ctcf* mutant hearts are more likely to have a CTCF binding site in their vicinity (10 or 20 kb surrounding the transcriptional start site) than genes that are expressed in the embryonic heart but do not change. However, only downregulated genes are located closer to heart-specific enhancers. Frequency is expressed relative to that of expressed but unchanged genes. *, p<0.01; **, p<0.0005; Mann-Whitney test. (C) Mean-plots of the distribution of CTCF binding, as determined by ChIP-seq [10], relative to the TSS (0 on the x-axis) of different groups of genes (legend on the right). Note that the peak of the distributions is located slightly upstream of the TSS, indicative of binding to proximal promoter sequences.

Detailed analysis revealed that more than 300 genes related to mitochondrial function were up- and down regulated in *Ctcf* mutant hearts. 

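S6 Table lists 310 genes under mitochondria, and all 310 were in the deposited table. In homozygotes against controls 273 of them were called (limma, adjusted p under 0.05), with 179 higher and 94 lower in homozygotes. All 310 changed in the direction the paper gives, 203 higher and 107 lower, and the highest adjusted p among them was 0.148. The study chose this list from these libraries, so the counts are not independent evidence.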

Many of such genes encode subunits of mitochondrial respiratory complexes I, III, IV and V/ATP synthase, *Sdhd* in Complex II, and the large and small mitochondrial ribosome subunits (S4A Fig; S6 Table). This could suggest that CTCF controls expression of core transcriptional regulators of the mitochondrial gene program. However, none of these factors, such as *PGC-1α*, *ERRs*, or *NRF-1/2* [29], where dysregulated in mutant hearts (S4 Table). 

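Among the nuclear-encoded subunits, the 36 complex I genes had a median log2 fold change of 0.20 in homozygotes against controls, with 15 called higher and 0 lower (limma's camera adjusted p = 3.99e-08). The 17 complex IV genes had a median of 0.22, with 6 called higher (limma's camera adjusted p = 4.45e-06), and the 17 ATP synthase genes had a median of 0.18, also with 6 called higher (limma's camera adjusted p = 0.000628). The 10 complex III genes had a median of 0.15, with 4 called higher (limma's camera adjusted p = 0.0346). This last result did not pass when only the libraries of homozygotes and controls were fitted, with quantile normalization, without the control library of 8457617 reads (median 0.11) or without homozygote replicate 1 (median 0.16). For all of these families every homozygote library lay above every control library. The 4 complex II genes had a median of 0.11 (limma's camera adjusted p = 0.135), and *Sdhd* was the only one called. *Sdhd* (ENSMUSG00000000171), on chromosome 9 from 50404443 to 50411954, had a value of 247 ± 3.90 (SD, n = 3) in controls, 276 ± 7.51 in heterozygotes and 278 ± 8.91 in homozygotes. Its log2 fold change was 0.17 against controls (standard error 0.05, limma adjusted p = 0.0411) and 0.01 against heterozygotes, and the call was lost in 12 of 19 alternative settings. These include 8 of the 9 fits that left out 1 library, all but the fit without the heterozygous library of 9896345 reads, with log2 fold changes from 0.14 to 0.18. They also include removal of the trend with gene length, which left *Sdhd* at a log2 fold change of 0.06 (limma adjusted p = 0.563). With the trend with gene length removed, the medians fell to 0.07 for complex I, 0.05 for complex IV, 0.12 for ATP synthase and 0.05 for complex III, and only complex I still passed. The 13 mitochondrially encoded protein genes had a median of 0.20 against controls (limma's camera adjusted p = 0.00427), 0.19 in heterozygotes against controls and -0.03 in homozygotes against heterozygotes, and the median against controls was also -0.03 with quantile normalization. Without homozygote replicate 2 it was 0.15 and no longer passed. The 2 genes called in this family were *mt-Nd1* and *mt-Nd3*.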

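The regulators were PGC-1α (*Ppargc1a*), PGC-1β (*Ppargc1b*), *Pprc1*, the estrogen-related receptors *Esrra*, *Esrrb* and *Esrrg*, *Nrf1*, the NRF-2 subunits *Gabpa* and *Gabpb1*, and *Nfe2l2*, 10 genes in all. In homozygotes against controls 0 of the 10 were called, either over all genes tested or adjusted over the list alone, and 1, *Esrrb*, had an unadjusted p under 0.05. Log2 fold changes ranged from -0.46 in *Esrrb* to 0.13 in *Gabpb1*, with a median of -0.09. *Ppargc1a* (ENSMUSG00000029167), on chromosome 5 from 51845488 to 51958964, had a value of 49.3 ± 4.81 (SD, n = 3) in controls, 54.0 ± 5.86 in heterozygotes and 42.0 ± 7.84 in homozygotes, a log2 fold change of -0.24 (standard error 0.12, limma adjusted p = 0.209). Without homozygote replicate 2 its log2 fold change was -0.39 and it was called (limma adjusted p = 0.0361, against 0.0361 to 0.534 over its alternatives), the only call among the 10 in any alternative. *Nrf1* was 48.1 ± 5.09 in controls and 48.7 ± 2.43 in homozygotes, and *Esrra* was 35.6 ± 2.50 and 32.1 ± 3.01. The exons of *Esrra* and *Gabpa* overlap those of another gene, *Trmt112* and *Atp5j*, with which reads could be shared. In homozygotes against heterozygotes, 0 of the 10 were called and 4, *Ppargc1a*, *Ppargc1b*, *Esrra* and *Gabpb1*, had an unadjusted p under 0.05.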

Other upregulated genes are involved in translation and encode most cytoplasmic ribosomal proteins, various initiation and elongation factors, and members of the spliceosomal complex (S4B Fig; S6 Table).

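S6 Table lists 193 genes under translation, of which 180 were called between homozygotes and controls (limma, adjusted p under 0.05), with 142 higher and 38 lower in homozygotes. All 193 changed in the direction the paper gives. The list was chosen by the study from these libraries. The 13 subunits of translation initiation factor 3, a family set by nomenclature, had a median log2 fold change of 0.13, with 6 called higher and 0 lower (limma's camera adjusted p = 0.00427), and of 0.14 against heterozygotes, with 5 called higher. The median was 0.08 once the trend with gene length was removed, and the family no longer passed. Against heterozygotes the cytosolic ribosomal proteins had a median of 0.37, with 68 of 78 called higher and 0 lower. In heterozygotes against controls their median was -0.04, with 1 gene called, *Rpl34*, which was lower.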

### Genomic features of genes dysregulated in the CTCF-deficient heart

CTCF organizes chromatin structure and contributes to the establishment of regulatory domains in the genome [30]. We found that genes misregulated in *Ctcf* mutant hearts do not cluster in specific genomic regions (S5A Fig), suggesting that CTCF does not control gene expression in large genomic regulatory domains similarly to what has been recently shown in embryonic stem cells [26].

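Clustering was examined over the order of the tested genes along each chromosome, because gene order does not depend on the distances chosen. Of the genes called between homozygotes and controls, 2127 were placed on the genome. They formed 388 pairs of adjacent tested genes in which both were called, against a mean of 323 pairs (95% of draws from 293 to 353) in 10000 random draws of as many tested genes (one-sided permutation test, p = 1e-04, the smallest they can give). Pairs changing in the same direction numbered 213 against 162 (same permutation test, p = 1e-04, again the smallest it can give). Without pairs of genes whose symbols share their first 3 letters there were 367 pairs against 308, and without overlapping genes, an exclusion chosen after seeing the data, 363 against 287. The draws were not matched on gene length or mean level, so regional differences in these were not excluded as a source of pairs. Adjacent pairs also measure local pairing, while the paper's conclusion concerns large regulatory domains. The paper compared distances between transcriptional start sites with those of random groups of expressed genes. In a comparison of this kind, added after seeing the data, the median distance between successive start sites of called genes was 463926 bp, against 433634 bp in 5000 random groups of as many tested genes (one-sided permutation test for shorter distances, p = 0.97). For genes called higher it was 792306 bp against 1049150 bp (same permutation test, p = 2e-04, the smallest it can give), and for genes called lower 1213788 bp against 920896 bp (p = 1).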

We next examined CTCF chromatin binding near genes whose expression changed upon *Ctcf* deletion in the heart by mapping the distance between the transcriptional start site (TSS) and the nearest CTCF ChIP-seq peak obtained from published datasets on adult 8 week hearts [10]. We found that the up- and downregulated genes are closer to a CTCF binding site than genes whose expression does not change upon *Ctcf* deletion (S5B Fig). Arbitrarily analyzing 10 or 20 kb windows based on the above distribution, we found that TSS of down- and up-regulated genes are surrounded by CTCF binding sites more frequently than genes whose expression did not change in mutants (Fig 2B). These CTCF binding sites are conserved across multiple tissues, and we did not observe enrichment for heart-specific CTCF peaks near genes deregulated in the mutant. These results suggest that CTCF regulates gene expression mainly by binding nearby genomic regions, possibly by mediating local chromatin interactions.

CTCF could define gene regulatory domains by shielding genes from the influence of nearby enhancers or by facilitating enhancer-promoter interactions [15]. In the first scenario, *Ctcf* loss would lead to upregulation of gene expression and to downregulation in the second. To distinguish between these two possibilities, we determined the distance between dysregulated genes and the nearest heart enhancer [10]. We found that downregulated, but not upregulated, genes are significantly closer to a heart enhancer than expressed genes with no change in *Ctcf* mutants (S5B Fig). Again, this pattern is preserved when analysis is restricted to a 10 or 20 kb window surrounding the TSS of differentially expressed genes (Fig 2B). As downregulated genes are enriched in developmental regulators, these results suggest that CTCF promotes enhancer-promoter interactions in genes controlling cardiac progenitor establishment and differentiation.

The previous results suggest specific genomic features of up- or downregulated genes in *Ctcf* mutant hearts. To further explore these features, we analyzed in more detail the distribution of CTCF binding peaks on the same dataset used above surrounding the TSS of dysregulated genes. Up- and downregulated genes showed enrichment in CTCF binding immediately upstream of the TSS, and the binding signal was higher than that in genes whose expression did not change in mutants (Fig 2C), which agrees with the previous result (Fig 2B). However, when we analyzed only the dysregulated genes belonging to development, or mitochondria and translation categories (S6 Table) we observed a clear difference. Mitochondrial and translation genes showed increased CTCF binding near the TSS, but in developmental genes CTCF binding spread over more distal regions (Fig 2C). We searched promoter-proximal and distal sites for *de novo* and known sequence motifs to address the possibility that the presence of CTCF sites or other motifs would underlie the differences in distribution between categories. However, we only identified binding motifs for CTCF itself (S7 Table).

Our results suggests that *Ctcf* binds near the TSS to repress genes acting in mitochondria and regulating translation, both crucial for cardiomyocyte maturation [29]. In contrast, CTCF binding to genomic regions more distal to TSS promotes expression of genes located near heart enhancers and controlling cardiac development.

### Mitochondria do not mature properly in *Ctcf* mutant cardiomyocytes

Dramatic changes to the nuclear-encoded mitochondrial transcriptome, particularly of proteins involved in oxidative phosphorylation (OXPHOS) system, in *Ctcf* mutant hearts prompted us to analyze the components of this pathway in mutant and control embryonic cardiomyocytes. In agreement with the RNA-seq (S4 Table), Western blot revealed increase in Complex IV subunit I (Cox I, encoded in mitochondrial DNA) and Complex IV subunit IV (Cox IV, encoded by *Cox4i1*) in *Ctcf* mutant hearts at E10.5 and E11.5, as compared to controls (Fig 3A). Similarly increased was Tom20 (encoded by *Tomm20*) (Fig 3B), which is the mayor receptor of the mitochondrial outer membrane translocase. 

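The transcripts behind these proteins were measured at E10.5 only. *Cox4i1* (ENSMUSG00000031818), on chromosome 8 from 123192190 to 123198109, had a value of 354 ± 13.2 (SD, n = 3) in controls, 353 ± 7.48 in heterozygotes and 396 ± 8.56 in homozygotes. Its log2 fold change in homozygotes against controls was 0.16 (standard error 0.05, limma adjusted p = 0.051), which did not pass 0.05, although every homozygote library lay above every control library. It passed among genes with a value of at least 5 in at least 3 libraries (adjusted p = 0.0445 from limma) and without the control library of 9654014 reads (0.0487 from limma). It also passed with voom on the recovered reads (adjusted p = 0.0411), an alternative chosen after seeing the data, and the range over its alternatives was 0.0411 to 0.681. With the trend with gene length removed the log2 fold change was -0.04. The gene for Cox I, *mt-Co1* (ENSMUSG00000064351), on the mitochondrial chromosome from 5328 to 6872, had a value of 12127 ± 766 in controls, 13760 ± 847 in heterozygotes and 12994 ± 1588 in homozygotes. The log2 fold change of 0.09 (standard error 0.12, limma adjusted p = 0.659) was within the spread of the replicates, and it was -0.23 with quantile normalization. A near-identical copy of *mt-Co1* exists in the nuclear genome.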

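*Tomm20* (ENSMUSG00000058779), on chromosome 8 from 129458043 to 129469723, had a value of 170 ± 9.43 (SD, n = 3) in controls, 164 ± 5.02 in heterozygotes and 210 ± 6.48 in homozygotes. The log2 fold change in homozygotes was 0.31 against controls (standard error 0.06, limma adjusted p = 0.00358) and 0.36 against heterozygotes (limma adjusted p = 0.00163). It was called in each of the 19 alternative settings, with log2 fold changes against controls from 0.21 to 0.35. There are 3 near-identical pseudogene copies of *Tomm20*, with which reads could be shared.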

The abundance of other mitochondrial proteins encoded by genes whose expression did not change in *Ctcf* mutants (S4 Table), such as Grp75, a key stress chaperone regulating mitochondrial protein translocation, folding and functions [31]; and Tfam, the transcriptional regulator of mitochondrial DNA [32], was comparable between control and mutant hearts (Fig 3B).

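*Hspa9*, which encodes Grp75, and *Tfam* were both detected in all 9 libraries. *Hspa9* (ENSMUSG00000024359), on chromosome 18 from 35097068 to 35114011, had a value of 578 ± 5.25 (SD, n = 3) in controls and 547 ± 20.3 in homozygotes, a log2 fold change of -0.08 (standard error 0.06, limma adjusted p = 0.384). *Tfam* (ENSMUSG00000003923), on chromosome 10 from 70688212 to 70701028, had a value of 69.7 ± 3.71 in controls and 70.1 ± 2.45 in homozygotes, a log2 fold change of 0.01 (standard error 0.06, limma adjusted p = 0.956). Neither gene was called in any of the 19 alternative settings, and the log2 fold change of *Tfam* ranged from -0.03 to 0.05. It was negative without the control library of 6698891 reads (-0.03), without homozygote replicate 1 (-0.002) and without homozygote replicate 3 (-0.01).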

**Fig 3:**
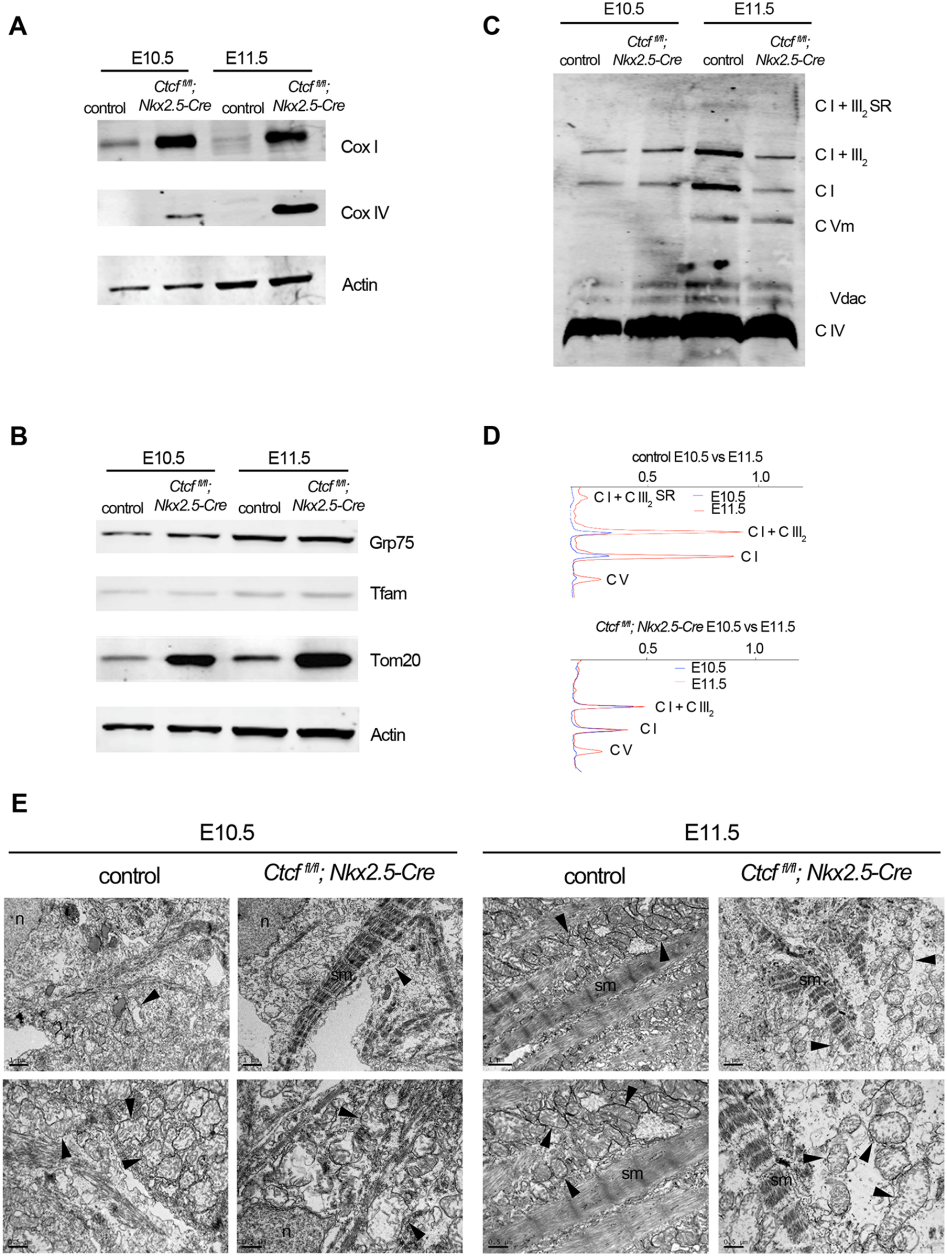
Defective mitochondrial biogenesis upon CTCF loss. Western blot of Cox I, Cox IV (A), Grp75, Tfam and Tom20 (B) of control and mutant (*Ctcf*^*fl*/*fl*^;*Nkx2-5-Cre*) hearts at E10.5 and E11.5. (C) Blue native gel of control and mutant hearts at E10.5 and E11.5 showing abundance and distribution of mitochondrial respiratory complexes (CI, CIV, CVm) and supercomplexes (CI+CIII). (D) Densitometry of blue native gel quantifying changes between E10.5 and E11.5 in complexes and supercomplexes, in control and mutant hearts. (E) Transmission Electron Microscopy at E10.5 and E11.5 in control and mutant cardiomyocytes. n, nucleus; sm, sarcomere. Arrowheads point to mitochondria. Scale bar, 1 μm top row, 0.5 μm bottom row.

We asked whether upregulation of OXPHOS components favors functional assembly of respiratory complexes and supercomplexes on the mitochondrial inner membrane. Blue-native gel electrophoresis revealed assembled complexes I, IV and V, and supercomplex I+III_2_ in both control and mutant hearts at E10.5 and E11.5 (Fig 3C). The mitochondrial voltage-dependent anion channel (Vdac), whose assembly is independent of respiratory complexes and supercomplexes, and whose encoding gene (*Vdac1-3*) levels did not change in mutants (S4 Table), was used as loading control. 

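*Vdac1* (ENSMUSG00000020402, chromosome 11), *Vdac2* (ENSMUSG00000021771, chromosome 14) and *Vdac3* (ENSMUSG00000008892, chromosome 8) were measured in the same libraries. *Vdac1* had a value of 482 ± 19.7 (SD, n = 3) in controls and 476 ± 15.0 in homozygotes, a log2 fold change of -0.02 (standard error 0.06, limma adjusted p = 0.862). For *Vdac2* the values were 352 ± 14.6 and 349 ± 20.0, a log2 fold change of -0.01 (limma adjusted p = 0.909), and for *Vdac3* 221 ± 17.1 and 235 ± 14.7, a log2 fold change of 0.09 (limma adjusted p = 0.38). None of the 3 was called in any of 19 alternative settings, and each changed sign in at least 1 of them. *Vdac1* and *Vdac2* were higher in homozygotes without the control library of 9654014 reads (0.01 and 0.02) and without homozygote replicate 1 (0.01 and 0.04), and *Vdac3* was lower (-0.01) with the trend with gene length removed. *Vdac1* and *Vdac3* each have a near-identical pseudogene copy, and the exons of *Vdac2* overlap those of *Comtd1*.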

In control hearts, Complex I, both in the free form I or in the form of I+III_2_, and Complex V substantially increased from E10.5 to E11.5 (Fig 3C and 3D), consistent with maturation of mitochondrial OXPHOS [4]. In contrast, levels of I+III_2_ and I did not increase from E10.5 to E11.5 in *Ctcf* mutant hearts. Complex V was similarly increased between E10.5 and E11.5 in control and *Ctcf* mutant hearts (Fig 3C and 3D). This agrees with maturation/stabilization of the electron transport chain components being regulated independently of their production [33]. Our results suggest that despite increased transcription of subunits of CI and CIII that may lead to more complexes and supercomplexes assembled at the mitochondrial inner membrane, maturation of the respiratory chain is blunted in the *Ctcf* mutant heart.

Transmission electron microscopy (TEM) analysis revealed immature, but overall normal mitochondria with healthy cristae packaging in *Ctcf* mutant cardiomyocytes at E10.5 (Fig 3E). Mitochondria in control E11.5 cardiomyocytes have a more electro-dense matrix containing more cristae than E10.5, and are embedded in newly assembled sarcomere. This ultrastructure change agrees with blue native gel electrophoresis data and is consistent with cardiomyocyte maturation occurring between E10.5 and E11.5 [3, 4]. Mitochondria in *Ctcf* mutant cardiomyocytes at E11.5 are swollen and larger than controls, and are disorganized and scattered through the cytoplasm (Fig 3E; S6A Fig). Immunohistochemistry, targeting the mitochondrial outer membrane component Tom20, revealed disorganized mitochondria in *Ctcf* mutant cardiomyocytes at E10.5 (S6B Fig).

TEM analysis also revealed that E10.5 mutant, but not control, cardiomyocytes have long and continuous sarcomeres, which were also visible at E11.5 (Fig 3E). Quantification on images of cardiomyocytes from E10.5 hearts immunostained for α-actinin revealed comparable numbers of sarcomeric Z-bands between control and *Ctcf* mutants (S6C and S6D Fig). These results suggest that sarcomere assembly, but not sarcomeric component synthesis, is premature in the *Ctcf* mutant embryonic heart.

### Loss of CTCF disrupts the cardiac developmental program

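The heatmap of Fig 4A names 28 genes, all of them in the deposited table. In homozygotes against controls all 28 had a negative log2 fold change, from -0.27 in *Tgfbr1* to -1.33 in *Bmpr1b*, with a median of -0.52. Over all genes tested 24 were called lower (limma, adjusted p under 0.05), and 28 when adjusted over the list alone. The study chose the list from these libraries, so neither these counts nor the shared direction is independent evidence. Not called over all genes were *Smad7*, *Smad9*, *Snai1* and *Msx1*, with limma adjusted p from 0.0531 to 0.0609. Against heterozygotes all 28 were again lower, with a median of -0.44, and 19 were called. In heterozygotes against controls 19 of the 28 had a negative change, with a median of -0.09, and 0 were called while 7 had an unadjusted p under 0.05. The number called against controls was 16 to 28 over 19 alternative settings, and was 16 without the control library of 6698891 reads.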

The set of genes downregulated in *Ctcf* mutant hearts that are enriched in heart development functional categories include key transcription factors and members of several signaling pathways controlling cardiac development (Fig 4A). *In situ* hybridization confirmed downregulation of the transcription factors *Nkx2-5* and *Hopx* in the *Ctcf* mutant heart at E10.5. (Fig 4B and 4C). This analysis also showed reduced expression of *Nppa* to a more restricted domain in the left ventricle, and loss of *Pitx2* expression in the right ventricle (Fig 4D and 4E).

**Fig 4:**
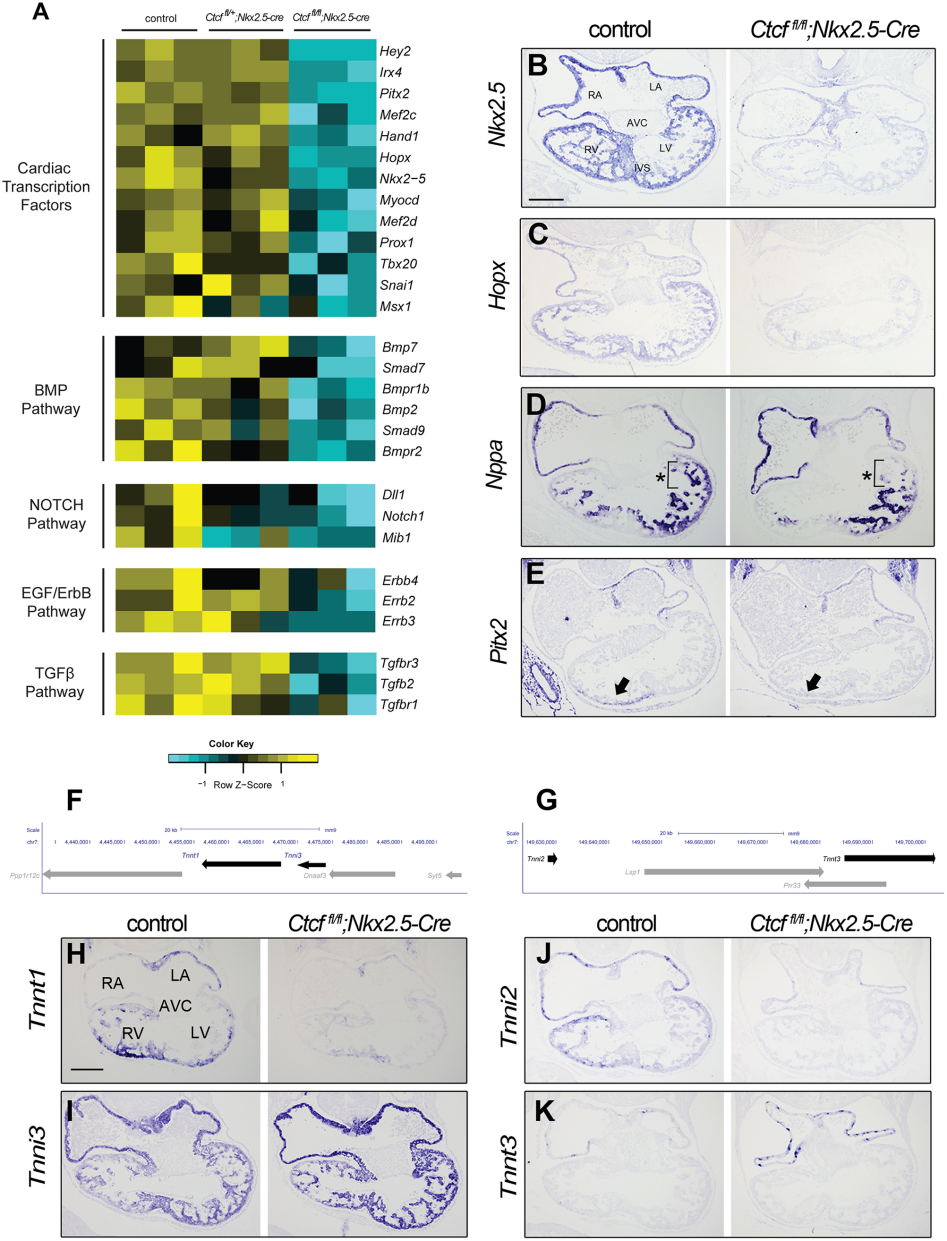
The cardiac developmental program is abrogated in *Ctcf* mutant hearts. (A) Deletion of *Ctcf* leads to downregulation of genes encoding key cardiac developmental transcription factors and signaling-pathway components. The heatmap shows normalized gene expression values from the RNA-seq data for controls (*Ctcf*^*fl/+*^), heterozygotes (*Ctcf*^*fl/+*^;*Nkx2*.*5-Cre*) and homozygotes (*Ctcf*^*fl/fl*^;*Nkx2*.*5-Cre*) across three biological replicates each. (B-E) *In situ* hybridization in sections of E10.5 control and mutant (*Ctcf*^*fl*/*fl*^;*Nkx2-5-Cre*) hearts for *Nkx2*.5 (B), *Hopx* (C), which are strongly downregulated; and *Nppa* (D) and *Pitx2* (E), which lose expression in the left ventricle (brackets and asterisks in D) or right ventricle (arrow in E), respectively. (F, G) Genomic region containing *Tnnt1* and *Tnni3* (F; mm9, chr7:4,433,080–4,493,651) or *Tnni2* and *Tnnt3* (G; mm9, chr7:149,623,608–149,703,181). Troponin genes are highlighted in black. (H-K) *In situ* hybridization in sections of E10.5 control and mutant hearts for *Tnnt1* (H), *Tnni3* (I), *Tnni2* (J) and *Tnnt3* (K). RA, right atria; LA, left atria; RV, right ventricle; LV, left ventricle; AVC, atrioventricular canal; IVS, interventricular septum. Scale bar, 200 μm.

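Among the genes of the heatmap, *Nkx2-5* (ENSMUSG00000015579), on chromosome 17 from 26975609 to 26978510, had a value of 75.4 ± 6.00 (SD, n = 3) in controls, 57.0 ± 2.87 in heterozygotes and 38.8 ± 2.33 in homozygotes. Its log2 fold change was -0.95 in homozygotes against controls (standard error 0.08, limma adjusted p = 7.38e-06), -0.55 in homozygotes against heterozygotes (limma adjusted p = 0.000764) and -0.40 in heterozygotes against controls (limma adjusted p = 0.0974). Heterozygotes and homozygotes both carry the *Nkx2.5-Cre* driver, and controls do not. *Hopx* (ENSMUSG00000059325), on chromosome 5 from 77515468 to 77544186, was 87.6 ± 9.49 in controls, 80.9 ± 7.01 in heterozygotes and 54.0 ± 2.52 in homozygotes, a log2 fold change of -0.69 against controls (standard error 0.09, limma adjusted p = 0.000218). For both genes every homozygote library lay below every control and every heterozygous library, and the calls against controls held in each of the 19 alternative settings.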

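On chromosome 7 of NCBIM37, *Tnnt1* (4456172 to 4467984) and *Tnni3* (4469907 to 4475831) lie side by side. *Tnnt1* had a value of 63.5 ± 8.78 (SD, n = 3) in controls and 43.5 ± 2.76 in homozygotes, a log2 fold change of -0.53 (standard error 0.10, limma adjusted p = 0.00269). *Tnni3* rose from 291 ± 17.6 to 366 ± 18.4, a log2 fold change of 0.33 (standard error 0.06, limma adjusted p = 0.00313), and its exons overlap those of *6030429G01Rik*, with which reads could be shared. In the other cluster, farther along the same chromosome, *Tnni2* (149627713 to 149630315) fell from 20.0 ± 1.65 to 3.79 ± 0.973, a log2 fold change of -2.28 (standard error 0.17, limma adjusted p = 2.95e-06). *Tnnt3* (149684741 to 149701914) rose from 8.51 ± 0.572 to 19.2 ± 2.00, a log2 fold change of 1.12 (standard error 0.15, limma adjusted p = 0.000452). All 4 changes were larger than the spread of the replicates, with no overlap between the libraries of homozygotes and controls, and all 4 calls held in each of the 19 alternative settings. Against heterozygotes the log2 fold changes were -0.43 for *Tnnt1*, -2.50 for *Tnni2* and 1.11 for *Tnnt3*, each called, while that of *Tnni3* was 0.16 and was not called (limma adjusted p = 0.103). *Lsp1*, between *Tnni2* and *Tnnt3*, also rose, by 0.41 on the log2 scale (limma adjusted p = 0.0024).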

Our RNA-seq showed reciprocal up and downregulation of genes from the *Tnnt1*/*Tnni3* and *Tnni2*/*Tnnt3* troponin clusters (Fig 4F and 4G). Accordingly, *in situ* hybridization revealed strong downregulation of *Tnnt1* and *Tnni2*, and upregulation of *Tnni3* in atria and ventricles and of *Tnnt3* in atria in the *Ctcf* mutant heart (Fig 4H–4K). These changes in the expression pattern of troponin genes, which are arranged in clusters in the genome, suggest that CTCF coordinates their expression during development.

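*Irx4* (ENSMUSG00000021604), on chromosome 13 of NCBIM37 from 73397945 to 73407068, had a value of 44.6 ± 2.90 (SD, n = 3) in control hearts, 47.8 ± 1.67 in heterozygotes and 24.8 ± 2.48 in homozygotes. The log2 fold change in homozygotes was -0.83 against controls (standard error 0.09, limma adjusted p = 5.4e-05) and -0.93 against heterozygotes (limma adjusted p = 3.56e-05). The mean in homozygotes was 55.7% of that in controls. The call held in all 19 alternative settings, with log2 fold changes from -0.89 to -0.75.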

*Irx4*, which encodes a transcription factor critical for heart development [34, 35] was downregulated in *Ctcf* mutants. We analyzed this gene and its genomic context in more detail as a means to understand the mechanisms through which CTCF regulates transcription *in viv*o. *Irx4* forms part of the 1.5 Mb *IrxA* cluster, which also contains the related *Irx1* and *Irx2* genes [36]. All three *IrxA* genes are expressed in the developing heart, in distinct but partially overlapping patterns. Whereas *Irx1* and *Irx2* express at low levels in the interventricular septum, *Irx4* is strongly expressed throughout the ventricles [37]. Previous studies have shown that the *IrxA* cluster is regulated through long-distance gene-specific interactions [38]. Furthermore, our RNA-seq analysis revealed significant upregulation of the three genes closest to *Irx4* outside the *IrxA* cluster: *Ndufs6*, encoding a subunit of mitochondrial Complex I; *Mrpl36*, encoding a mitochondrial ribosomal protein; and *Lpcat1*, involved in phospholipid metabolism (Fig 5A; S4 Table).

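On chromosome 13, *Ndufs6* lies from 73457286 to 73465990, *Mrpl36* from 73468457 to 73469623 and *Lpcat1* from 73604645 to 73653870. *Ndufs6* had a value of 71.2 ± 1.47 (SD, n = 3) in controls and 83.8 ± 2.06 in homozygotes, a log2 fold change of 0.23 (standard error 0.07, limma adjusted p = 0.051). *Mrpl36* was 42.4 ± 2.60 and 49.6 ± 3.24, a log2 fold change of 0.23 (standard error 0.08, limma adjusted p = 0.0617). Neither passed an adjusted p under 0.05 over all genes tested. *Ndufs6* passed in 7 of 19 alternative settings and *Mrpl36* in 2, with adjusted p from 0.0237 to 0.618 and from 0.0461 to 0.673 over limma and the other tests run. *Ndufs6* passed without the heterozygous library of 9896345 reads (0.0343) or of 4294537 reads (0.0237), and *Mrpl36* without homozygote replicate 1 (0.0493), all from limma. Once the trend with gene length was removed, their log2 fold changes were 0.07 and 0.06. *Lpcat1* was 79.5 ± 7.68 in controls and 101 ± 8.53 in homozygotes, a log2 fold change of 0.35 (standard error 0.09, limma adjusted p = 0.0244), a call lost in 4 of 19 settings. These were limma without the mean-variance trend and the fits without the control library of 9654014 reads (0.33), the control library of 6698891 reads (0.29) or homozygote replicate 3 (0.28). Against heterozygotes the log2 fold changes were 0.26 for *Ndufs6* (limma adjusted p = 0.0353), 0.18 for *Mrpl36* (limma adjusted p = 0.132) and 0.38 for *Lpcat1* (limma adjusted p = 0.0172). *Clptm1l*, next along the chromosome, rose by 0.18 against controls (limma adjusted p = 0.0723). A near-identical pseudogene copy of *Ndufs6* exists elsewhere in the genome.

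**Figure D2:**
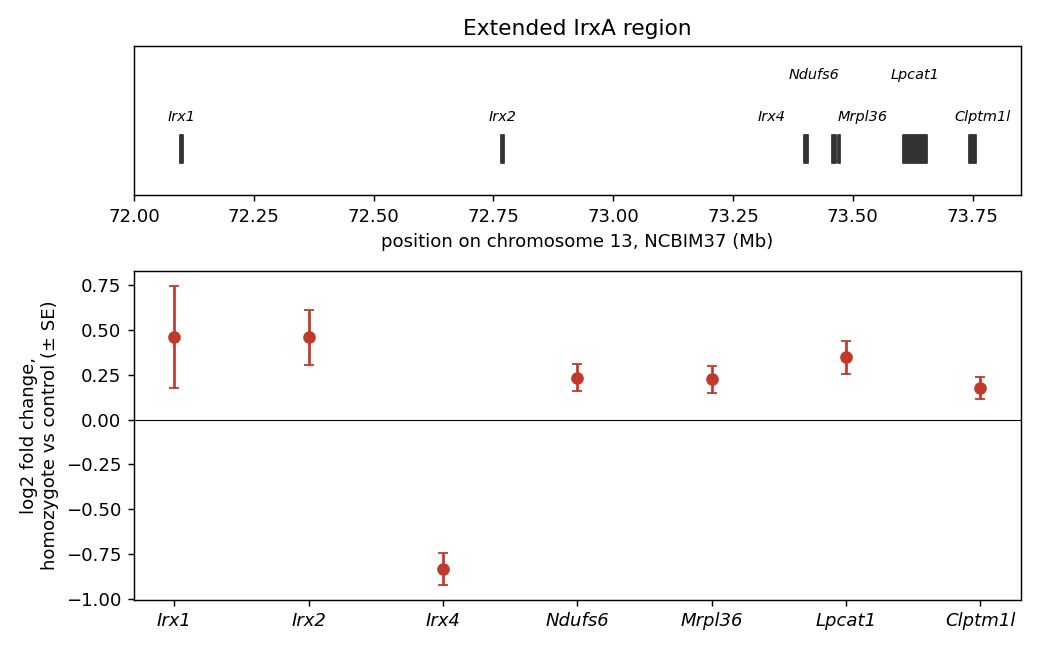
Positions of 7 genes on chromosome 13 (upper panel, in Mb on NCBIM37) and their log2 fold change in homozygotes against controls (lower panel, points with the standard error from limma, n = 3 libraries per genotype). *Irx4* lies at -0.83, while the points of the other 6 genes lie between 0.18 and 0.46, of which *Lpcat1* was called.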

**Fig 5:**
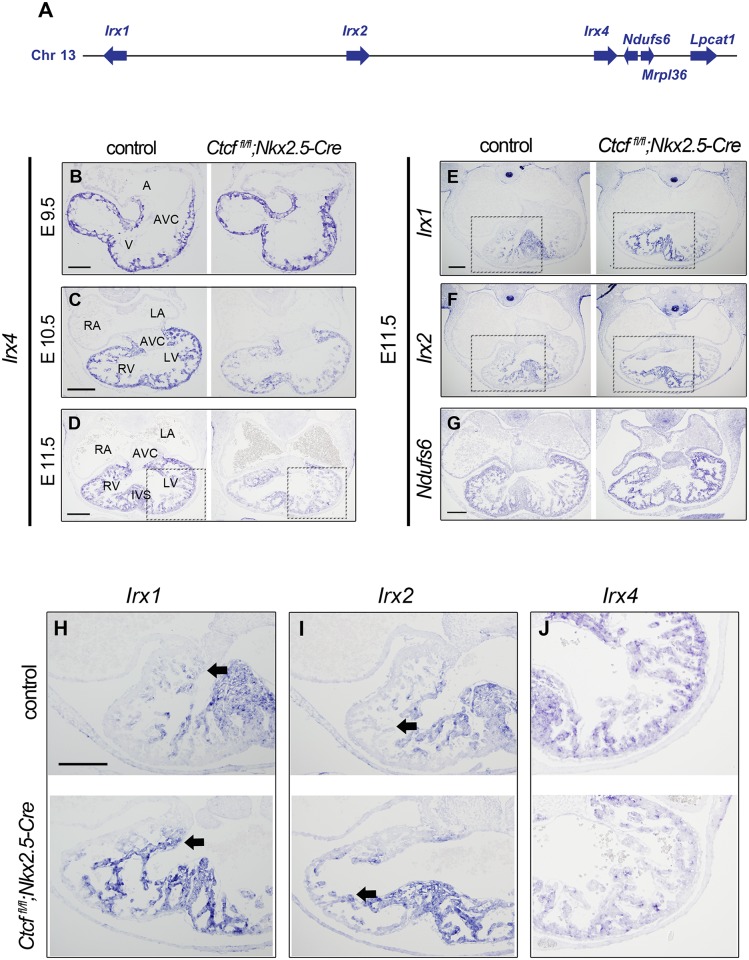
*Ctcf* deletion causes global changes in the expression of the *IrxA* cluster in the developing heart. (A) Diagram of the extended *IrxA* cluster showing the location of *Irx1*, *Irx2*, *Irx4* and the neighboring genes *Ndufs6*, *Mrpl36* and *Lpcat1* (not to scale). (B-J) *In situ* hybridization in sections of control and mutant hearts for *Irx4* at E9.5 (B), E10.5 (C) and E11.5 (D); and *Irx1* (E), *Irx2* (F) and *Ndufs6* (G) at E11.5. (H-I) Higher magnifications (black dashed boxes) of *Irx1* (H), *Irx2* (I) and *Irx4* (J) expression in control and mutant hearts at E11.5. Arrows indicate extension in the expression territories of *Irx1* (H) and *Irx2* (I). A,atria; V, ventricle, RA; right atria; LA, left atria; RV, right ventricle; LV, left ventricle; AVC, atrioventricular canal; IVS, interventricular septum. Scale bars, 100 μm (B), 200 μm (C-J).

To confirm and extend these observations, we examined the expression of the three genes in the *IrxA* cluster, and of their immediate neighbor *Ndufs6*, in control and mutant hearts by *in situ* hybridization. Expression of *Irx4* in mutant hearts was indistinguishable from controls at E9.5 (Fig 5B), but expression levels were strongly reduced in mutants at E10.5 (Fig 5C) and E11.5 (Fig 5D and 5J). 

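*Irx1* (ENSMUSG00000060969), on chromosome 13 from 72095680 to 72101171, had a value of 5.66 ± 1.37 (SD, n = 3) in controls, 7.38 ± 2.67 in heterozygotes and 8.15 ± 2.61 in homozygotes. Its log2 fold change in homozygotes against controls was 0.46 (standard error 0.28, limma adjusted p = 0.308), within the spread of the replicates, and it was called in 0 of 19 alternative settings. Without homozygote replicate 2 it was 0.29, and without homozygote replicate 3 it was 0.74. Control libraries held between 36 and 70 reads of *Irx1*. *Irx2* (ENSMUSG00000001504), from 72766245 to 72771644, was 9.74 ± 1.08 in controls, 14.5 ± 2.70 in heterozygotes and 13.6 ± 1.34 in homozygotes, a log2 fold change of 0.46 (standard error 0.15, limma adjusted p = 0.0584). It passed in 3 of 19 alternative settings, among them the fit without the heterozygous library of 7946683 reads, with adjusted p from 0.0351 to 0.171 over limma and the other tests run. Against heterozygotes its log2 fold change was -0.08 (limma adjusted p = 0.778).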

The RNA-seq analysis showed that *Irx1* and *Irx2* expression was not significantly different in mutants. However, *in situ* hybridization showed that their expression domains expanded from the interventricular septum to the adjacent trabecular myocardium in the right and left ventricle of *Ctcf* mutants (Fig 5E, 5F, 5H and 5I). In control hearts, *Ndufs6* was expressed ubiquitously but with higher intensity in the ventricles, similar to *Irx4*, but its expression was subtly increased in mutant hearts (Fig 5G). Together, these observations suggest that loss of CTCF leads to overall dysregulation of the *IrxA* cluster and its neighboring genes, perhaps through modification of its 3D structure.

### CTCF regulates local chromatin structure of the *IrxA* cluster

To uncover the function of CTCF in regulating the *IrxA* chromatin structure we performed chromosome conformation capture followed by deep sequencing (4C-seq) [39], using as viewpoints the promoters of *Irx4* and *Ndufs6* in E11.5 control and homozygous mutant (*Ctcf*^*fl/fl*^;*Nkx2*.*5-Cre*) hearts (Fig 6A and 6B; S7 Fig). In controls, the promoter of *Irx4* interacted strongly with the *Irx2* promoter and with specific CTCF binding sites located upstream and downstream in the *Irx2*/*Irx4* and *Irx4*/*Ndufs6* intergenic regions, respectively (asterisks in Fig 6A). The CTCF binding sites were previously identified by ChIP-seq in E14.5 and 8-week hearts [10]). In mutants, the interaction of the *Irx4* promoter with the *Irx2*/*Irx4* intergenic CTCF site was lost, and new interactions appeared upstream and 350 kb downstream in the *Clptm1l* locus (Fig 6B). The *Ndufs6* promoter established interactions with the promoters of *Irx4*, *Lpcat1* and *Clptm1l* as well as with the two intergenic CTCF sites in control hearts. In CTCF mutants, interactions of the *Ndufs6* promoter with both CTCF binding sites and the *Irx4* promoter were lost, and only contacts with the promoters of the downstream genes *Lpcat1* and *Clptm1l* were maintained (Fig 6B).

**Fig 6:**
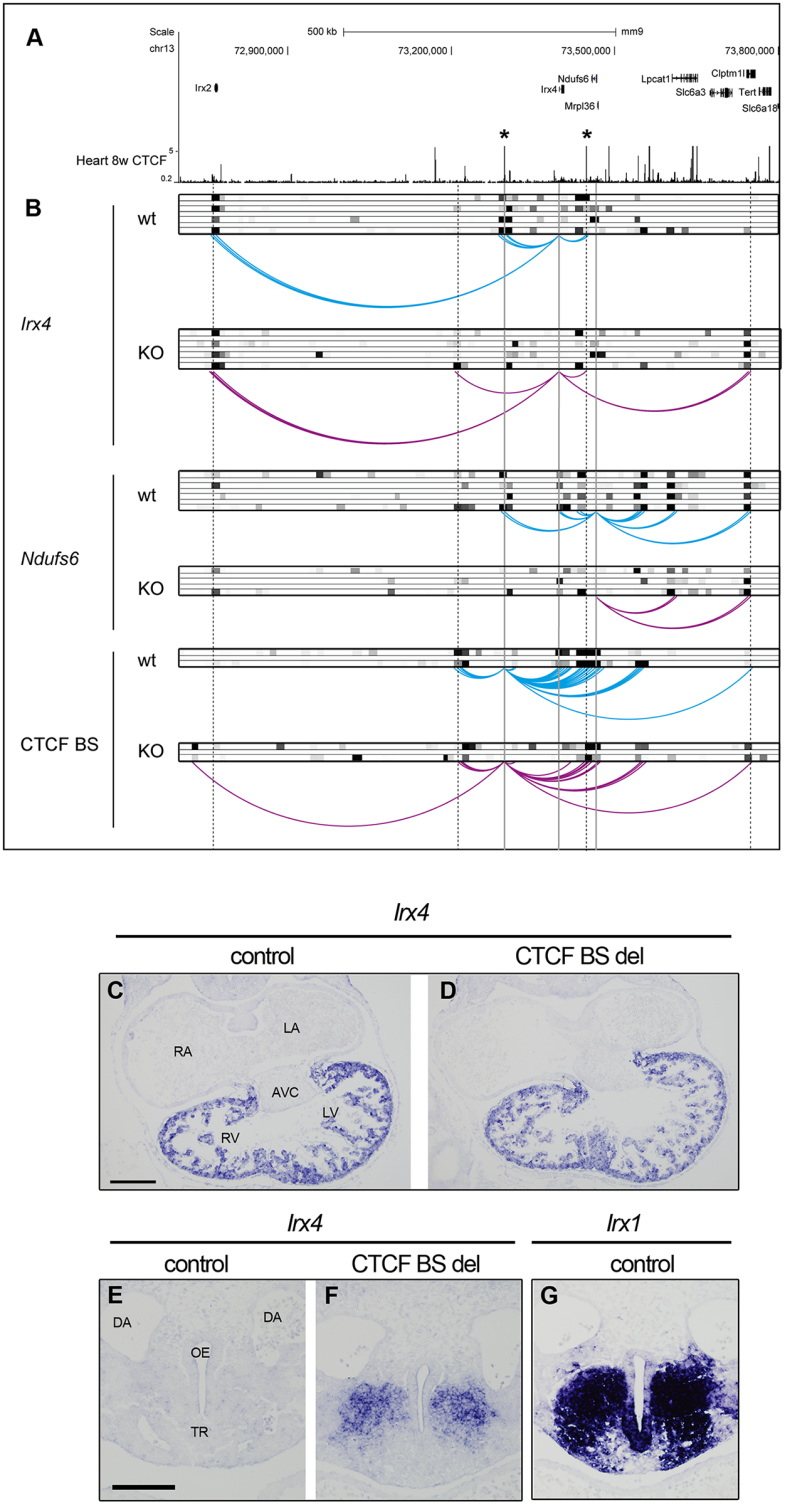
CTCF is necessary for the correct chromatin organization of the *Irx4*-*Ndufs6* locus. (A) ENCODE data for CTCF binding in 8 weeks mouse heart (mm9 chr13:72700492–73802866). Asterisks indicate specific intergenic CTCF binding sites. (B) Chromatin interaction profiles as determined by 4C-seq from the *Irx4* (top) and *Ndufs6* (middle) promoters and the *Irx2*/*Irx4* intergenic CTCF binding site (BS, bottom) in control (blue) and mutant (KO, purple) E11.5 hearts. Heat map of z-scores > 2 of replicates (grayscale) are shown on top of the interaction plots. (C-F) *Irx4 in situ* hybridization in E10.5 embryos from a transgenic mouse line where the *Irx2*/*Irx4* intergenic CTCF BS (left asterisk in A) has been deleted. (C, D) *Irx4* expression in the heart; (E, F) ectopic *Irx4* expression in the oral-esophageal region of foregut. (G) *Irx1* expression in the oral-esophageal region of foregut in a wild-type E10.5 embryo. RA, right atria; LA, left atria; RV, right ventricle; LV, left ventricle; AVC, atrioventricular canal; DA, dorsal aorta; TR, trachea; OE, oral-esophageal region. Scale bar, 200 μm (C, D), and 100 μm (E-G).

Finally, we used a viewpoint for 4C-seq the *Irx2*/*Irx4* intergenic CTCF site, which interacts with the promoters of *Irx4* and *Ndufs6* (Fig 6B, S7 Fig). In controls, the *Irx2*/*Irx4* intergenic CTCF site interacts upstream and downstream of and extended region spanning *Irx4*, *Ndufs6* and *Mrpl36*, and the downstream *Clptm1l* locus (Fig 6B). Interaction between the CTCF site and the *Irx4* promoter was greatly reduced in *Ctcf* mutants, reciprocating the pattern observed when using *Irx4* as viewpoint. Furthermore, novel interactions appeared that extend to *Irx2* (Fig 6B). Overall, these results suggest that CTCF plays a central role in organizing chromatin in the *Irx4* regulatory domain by mediating the interaction of several CTCF-bound sites with various promoters in the region. Removal of CTCF from the developing heart re-structures the local 3D organization of the extended *IrxA* cluster; this results in loss of the interaction between *Irx4* and *Ndufs6* with flanking CTCF sites. These results also suggest that CTCF limits chromatin interactions domains, as its loss causes an expansion of local contacts.

To unambiguously demonstrate that the CTCF binding site located in the *Irx2*/*Irx4* intergenic region is necessary for proper expression of *Irx4*, we generated a mouse line in which we deleted such CTCF binding site using the CRISPR/Cas9 system [40] (S8 Fig). Homozygote mice for the deletion are viable and fertile, as expected since *Irx4* mutant mice are also viable in homozygosity and only show mild hypertrophy and compromised contractility as adults [34]. We analyzed the expression of *Irx4* by *in situ* hybridization in E10.5 embryos from this line. *Irx4* was slightly reduced in the ventricles of the mutant line as compared with controls (Fig 6C and 6D). *Irx4* was also ectopically expressed in the oral-esophageal region (Fig 6E and 6F), in which *Irx1* is normally expressed (Fig 6G). Therefore, deletion of the *Irx2*/*Irx4* intergenic CTCF site leads to expansion of the expression domain of *Irx4*, perhaps by allowing *Irx1* regulatory elements to contact and activate *Irx4*. We have thus shown how CTCF is critical to maintain the correct chromatin structure across the *IrxA* cluster and neighboring genes, and that specific CTCF binding sites are essential for the proper regulation of gene expression.

## Discussion

Recent years have seen substantial advances in our understanding of the relationship between chromatin structure and gene expression. It is now clear that the spatial organization of the genome sets constraints that determine how different functional elements (promoters, enhancers, and boundaries) interact with one another [14]. Nevertheless, we still do not fully understand how this 3D structure is maintained or the role played by chromatin-bound factors in this process. In this study we have explored how one of these factors, CTCF, regulates gene expression and genome structure, by analyzing the effects of its loss during the development of the mammalian heart.

Deletion of *Ctcf* in the developing heart rapidly leads to cardiac defects and embryonic death. However, transcriptomic analysis shows that loss of CTCF does not lead to dysregulation of gene expression across large chromosomal domains; rather, changes appear to be local, as described in other developmental settings [20]. Upregulated and downregulated genes are both more likely to have CTCF binding sites in their vicinity, but only downregulated genes are closer to heart enhancers [10]. Downregulated genes include major regulators of the cardiac developmental program, strongly suggesting that CTCF facilitates enhancer-promoter interactions for these genes in a tissue-specific fashion. In contrast, upregulated genes are highly enriched for genes involved in mitochondrial function and protein translation, which interestingly show higher levels of CTCF binding close to their promoters. Cardiomyocyte maturation involves an increase in the demand for energy and protein production, which is accompanied by increased transcription of mitochondrial and ribosomal genes [8]. Cardiomyocytes lacking CTCF prematurely activate these programs, but fail to maintain functional mitochondria despite the increase in transcription. Therefore, we observe a premature maturation of cardiomyocytes lacking CTCF, accompanied by the shutting down of developmental and patterning processes. Nevertheless, there is a lack of coordination of this precocious differentiation, leading to embryonic lethality at E12.5.

To gain insight into the relationship between CTCF, genome structure and the regulation of gene expression, we analyzed the *IrxA* gene complex. This complex is a paradigm of gene clustering [36], with genes expressed in overlapping but distinct domains in the developing heart [37] and separated into distinct structural and regulatory domains [38]. We observed changes in the levels and pattern of *IrxA* gene expression in *Ctcf* mutants, and interestingly detected similar changes in unrelated genes neighboring *Irx4*. This strongly suggests that the changes in the extended *IrxA* cluster are caused by the loss of CTCF binding in the region, and are not a secondary effect of changes in other genes.

Analysis by 4C-seq in wild type and mutant hearts showed that when CTCF is lost, the *Irx4* promoter forms fewer contacts with CTCF-flanking sites and gains interactions with regions situated outside of its regulatory domain. Furthermore, the promoter of the mitochondrial *Ndufs6* gene also losses interactions with these CTCF sites. These changes in promoter interactions in *Ctcf* mutants were mirrored by 4C analysis of the *Irx2*/*Irx4* intergenic CTCF site. Consequently, deletion of this CTCF site leads to reduced *Irx4* cardiac expression accompanied by gain of expression in novel territories. Therefore, in this context CTCF is acting both as an insulator to separate adjacent regulatory domains, and as a facilitator of promoter-enhancer interactions to ensure proper gene expression within these domains.

The structure we have defined for *Irx4* is reminiscent of the recently described super-enhancer domains (SD), where regions of a few hundred kilobases located between CTCF sites are organized as insulated neighborhoods within large-scale topological domains [41]. The domain we identify would contain tissue specific enhancers together with their target genes. As is the case with SDs, loss of CTCF leads to downregulation of the gene central to this domain (*Irx4*) and upregulation of flanking genes (*Irx1* and *Irx2* on one side; *Ndufs6*, *Mrpl36*, and *Lpcat1* on the other).

Overall, our analysis suggests that chromatin structure is relatively stable during development and that the deletion of CTCF does not cause a marked disassembly of this organization, in line with recent reports [42]. However, local intra-TAD domains loops [16, 43] are affected, leading to dysregulation of genes important in the cardiac developmental program as we observe for the *IrxA* genes.

More puzzling is the observation that only a limited set of genes is altered by *Ctcf* deletion in the heart. 

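In the hearts of homozygotes, 15.2% of the 14011 genes tested were called against controls and 13.6% against heterozygotes. Values of homozygotes and controls did not overlap in 4646 genes, 33.2% of those tested, against 10% by chance with 3 libraries per genotype. Of the 2133 genes called against controls, 2101 had no overlap.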

CTCF binds to thousands of sites throughout the genome, most of which are shared between different tissues and cell lines [10, 12, 44]. An essential role for CTCF in determining and maintaining chromatin structure and organization was therefore anticipated [30]. Accordingly, constitutive loss of CTCF results in very early embryonic death [17–19] and its selective deletion in different developmental contexts leads to profound defects in the targeted organ or tissue, usually through increased apoptosis [20–22]. However, in all of these cases the same pattern is observed: despite wide distribution of CTCF binding, only a fraction of expressed genes is dysregulated. Furthermore, there is little overlap among genes regulated by CTCF in different systems, indicating a context-specific role of this factor. In the developing heart, we observe the concomitant upregulation and downregulation of maturation and developmental programs, suggesting that the role of CTCF here is to maintain the coordination of expression transitions.

In this scenario, only genes subject to dynamic regulation at the time of *Ctcf* deletion would show changes in expression. The description of different models of neural-specific deletion of *Ctcf* is compatible with this interpretation. When deleted in precursors during neural development, CTCF loss leads to apoptosis and subsequent death [21, 22]. However, deletion in postnatal neurons results in long-term survival of *Ctcf* mutant neurons, but activity-induced changes of gene expression are altered [45]. Together, these observations suggest that CTCF, and possibly local chromatin structure, are not necessary for basal gene activity but essential for dynamic transitions in expression.

## Materials and methods

### Ethics statement

Mice were bred in the core animal facility in the Centro Nacional de Investigaciones Cardiovasculares in accordance with national and European legislation. All procedures were approved by the CNIC Committee of Animal Welfare and by the Madrid Autonomous Government Regional Ministry of the Environment and Territorial Organisation (reference number PROEX 196/14).

### Mouse strains

The *Ctcf* floxed allele and *Nkx2*.*5*-*Cre* line have been previously described [17, 23]. Primers used for genotyping are detailed in S8 Table. *Ctcf*^*fl/+*^ or *Ctcf*^*fl/fl*^ embryos were used as controls. Mice were bred in the core animal facility in the Centro Nacional de Investigaciones Cardiovasculares in accordance with national and European legislation. Some of the experiments were performed in Toronto, and they were approved by the Toronto Centre for Phenogenomics Animal Care Committee.

### Histology and immunohistochemistry

Whole mount embryos were dissected in cold PBS and imaged using a Nikon SMZ1500 microscope with NIS-Elements BR 4.12.01 imaging software. For sections, embryos were collected in cold PBS and fixed in 4% PFA overnight at 4°C, dehydrated in an ethanol series, embedded in paraffin, and sectioned at 5 μm for immunostaining amd hematoxylin and eosin, and at 7 μm for *in situ* hybridization. Sections were observed under an Olympus BX51 microscope and photographed with an Olympus DP71 digital camera. 5 μm paraffin sections were incubated with CTCF 1:1500 (Bethyl labs A300-543A) and CT3 1:10 (Hybridoma Bank) or processed for histological analysis by hematoxylin and eosin staining. For TUNEL the Terminal Transferase recombinant kit (Roche 03 333 574 001) and biotin-16-dUTP (Roche 11 093 070 910) were used, together with anti-PH3 antibody 1:200 (Millipore 06–570) and CT3 1:10 (Hybridoma Bank); images were acquired with a Nikon A1R Confocal microscope.

Quantification of TUNEL and PH3 staining were performed with ImageJ software. Positive cells for each antibody were counted in 3–5 sections per heart. Three control and three KO hearts were used. Statistical significance was determined using one-tailed Student´s test. α-actinin bands quantification was performed as previously described [3]. Quantification of CTCF staining at E9.5 was performed with ImageJ software. Positive cells for CTCF were counted in 5 sections per heart.

For cardiomyocyte purification, individual E10.5 ventricles were dissected in cold PBS and incubated 5 min at 37°C with 100 μL of 48 mg/mL Collagenase type II and pancreatin 0.025gr/mL (plus NaCl 0.0085gr/mL) diluted in ADS buffer (5x: 0.034 g/mL NaCl, 0.238 g/mL Hepes, 0.0006 g/mL NH_2_PO_4_, 0.005 g/mL glucose, 0.002 KCl, 0.001 g/mL MgSO_4_). After mechanical disruption by pipetting, tubes were left 2 min in the hood, liquid phase was separated, mixed with 100microL of cardiomyocyte media (4:1 mixture of of Dulbecco’s Modified Eagle Medium (DMEM, 1x Gibco, 41965–039) and medium M199 (Sigma, M2154). This is supplemented with 15% inactivated bovine serum; 5mM HEPES, pH7.4; 2mM L-glutamine; and 1x penicillin-streptomycin [46] and incubated at 37°C while enzymatic and mechanical disruption was repeated. Both fractions were pooled and centrifuged at 1000 rpm at room temperature. Pellets were resuspended in 300 μL of cardiomyocyte culture media and incubated 45 min in a 24 well plate previously coated with gelatin 1% at 37°C. Cardiomyocytes were counted and incubated in a new 24 well plate without gelatin for 24 hrs. Cardiomyocytes were fixed with PFA diluted in cardiomyocyte media (4% for α-actinin sarcomeric staining, 3.6% for Tom20 staining) for 10 min at 4°C, washed 2x with PBS and stored at 4°C until used. Cardiomyocytes were blocked with BSA, and incubated ON 4°C with 1:100 Tom20 or α-actinin.

### *In situ* hybridization

*In situ* hybridization using digoxigenin-labeled probes (Roche 11277073910) was performed as described [47] and developed with anti-dioxigenin-AP (Roche 11093274910) and BM-Purple (Roche 11442 074 001). Probes for *Irx1* and *Irx2* were previously described [48]. Probes for *Nkx2*.5, *Nppa* and *Pitx2* were kindly provided by Jose Luis de la Pompa (CNIC). All other probes were generated by PCR (primers used are detailed in S8 Table), adding the sequence of the SP6 promoter at the 5’ of forward primers and of the T7 promoter at the 5’ of reverse primers. Sections were observed under an Olympus BX51 microscope and photographed with an Olympus DP71 digital camera.

### RNA-seq analysis

RNA-seq was conducted on three pools of six E10.5 hearts each from control (*Ctcf*^*fl/+*^), heterozygotes (*Ctcf*^*fl/+*^;*Nkx2*.*5-Cre*) and homozygous mutants (*Ctcf*^*fl/fl*^;*Nkx2*.*5-Cre*). Sequencing was performed by the CNIC Genomics Unit using the GAIIx sequencer, and differential gene expression analysis was performed by the CNIC Bioinformatics Unit using the transcriptome set from Mouse Genome Reference NCBIM37 and Ensembl Gene Build version 65. GO term enrichment was done using DAVID (http://david.abcc.ncifcrf.gov) with cut-offs of minimum 10 genes and an EASE value of 0.0001 [28, 49]. Distances between transcriptional start sites (TSS) and between these and CTCF binding sites or predicted heart enhancers were analyzed using R. We used ChIP-seq data for CTCF in adult 8-week hearts. Although data is also available for E14.5 embryonic hearts, its quality is much lower (one replicate with 2.8M reads for E14.5; two replicates with over 8M reads each for 8w). Coordinates for CTCF binding sites, and predicted heart enhancers were obtained from the Ren Lab (http://chromosome.sdsc.edu/mouse/download.html) [10]). Heat maps were generated using R and the heatmap.2 package. For density plots of CTCF ChIP signal, values +/- 2kb relative to the TSS were extracted with bwtools [50] from bigWig files available at ENCODE (ENCSR000CBI), and z-scores were calculated transforming each value by substracting the mean over each chromosome and dividing by the standard deviation. After a smoothing step results were plotted using in-house scripts in R. The observed distances between TSS of gene-sets were compared with the expected proportion calculated from 5,000 groups randomly sampled without replacement taken from all expressed genes. To identify heart-specific CTCF sites, we first merged all sites identified across multiple tissues from the ENCODE data (121,147 sites) and subtracted these from the set of sites bound in heart. This analysis rendered only 1,432 heart-specific peaks that were not enriched near different sets of deregulated genes in the *Ctcf* mutant.

For known motif enrichment and *de novo* motif search using Homer [51], we defined the promoter-proximal region as the 200 bp immediately upstream from the TSS of differential-expressed genes belonging to each of the “development”, “translation” and “mitochondria” categories, and the distal region as the next 1.8 kb upstream and the 2 kb downstream of the TSSs. We then identified all CTCF peaks present in these regions for each category, and used the 200 bp sequences surrounding the summit of CTCF peaks as input. As a background, we used 2 kb upstream of the TSSs of genes expressed but unchanged in our RNAseq data that had no CTCF peaks in that region (8,445 genes). As cut-offs we used p-value < 1e-10 for de novo motif search, and a Benjamini adjusted p-value < 0,001 for known motif enrichment.

All sequencing data has been deposited at GEO under accession number GSE77644.

### Western blot analysis

Hearts lysates of E10.5 and E11.5 prepared in RIPA buffer were separated by 12.5% SDS polyacrylaimde gel electrophoresis (SDS PAGE) and electroblotted onto PVDF transfer membrane (BioRad). For protein detection, the following antibodies were used: CoI (Complex IV subunit I; Invitrogen), Tom20 (Santa Cruz Biotech), αActin (Sigma Aldrich), CoxIV (Complex IV subunit IV), Grp75 and mtFA (Abcam). Quantification of signals arising from near-infrared (NIR) fluoropnores conjugated to secondary antibodies was performed by two-channel infrared (IR) scanner (Odyssey v.3.0). Representative gels are shown in figures (n = 3–4).

### Blue native gel electrophoresis

Mitochondrial isolation from E10.5 and E11.5 hearts were carried out in duplicate, as described [52] with some modifications. Pools of 4 embryonic hearts were homogenized in a glass homogenizer in buffer A (Sucrose 0,32M; Tris 10mM, EDTA 1mM; pH7,4). After centrifugation at 1000g, the nuclei were discarded and mitochondria were collected from the supernatant by a new centrifugation at 12000g. Mitochondrial proteins were solubilized with digitonin (4g/g) (Sigma D5628) and run on a 3%–13% gradient Blue Native gel as described [53]. After electrophoresis, the complexes were electroblotted onto PVDF membrane (Merckmillipore, IPFL00010) and sequentially probed with specific antibodies against Complex I (anti-Ndufa9, ab14713), Complex III (anti-core1, ab110252), Complex IV (anti-CoI, Invitrogen ref.459600), ATPsyntase (anti-ATPB, ab14730) and VDAC1 (anti-VDA1C, ab14734).

### Transmission electron microscopy (TEM)

Embryonic hearts from E10.5 and E11.5 were isolated from the specified genotype (n = 3). Samples were fixed in 2.5% glutaraldehyde (Sigma-Aldrich), 4% formaldehyde (Electron Microscopy Sciences) in 0.1M HEPES buffer for 3–4 h at 4°C, and processed as previously described [54]. Briefly, after buffer washes samples were post-fixed for 1h at room temperature in a 1:1 solution of 2% osmium tetroxide (Electron Microscopy Sciences) and 3% aqueous potassium ferrocyanide (Sigma-Aldrich). Samples were rinsed in distilled water. Tissues were dehydrated through a graded acetone series and embedded in Spurr's Low Viscosity embedding mixture (Electron Microscopy Sciences). Ultrathin sections (60 nm) were then mounted on copper grids and stained with lead citrate. Samples were examined on a JEOL 10–10 electron microscope and analyzed by ImageJ v.1.6.0 Software.

### 4C-sequencing

4C was performed as previously described [55, 56]. Briefly, hearts were dissected from control and mutant (*Ctcf*^*fl/fl*^;*Nkx2*.*5-Cre*) E11.5 embryos (in order to be able to obtain more starting material). Each heart was minced and passed throw a 70 micrometers cell strainer, crosslinked with 2% PFA, frozen with liquid nitrogen, and stored at -80° for later processing once genotypes were established. Pools of 45–65 hearts from controls or mutants were lysed and digested first with *Dpn*II (New England Biolabs, cat.no. R0543M) followed by *Csp*6I (Fermentas, cat.no. ER0211). For all experiments, 100 to 200 ng of the resulting 4C template was used for the subsequent PCR reaction (primers used are detailed in S8 Table). Sequencing was performed by the CNIC Genomics Unit. All sequencing data has been deposited at GEO under accession number GSE77644.

### 4C-seq data analysis

For sample comparison between controls and mutants, 4C-seq data was normalized by total weight in a window of 15 Mb surrounding the *IrxA* cluster. The mean and standard deviation for each fragment were calculated for each group of replicates, and the difference was determined between the means in control and mutants for each viewpoint. Data were compared using the R package edgeR [57], which applies statistical tests based on negative binomial distributions.

For contact estimation, aligned reads were assigned to their corresponding virtual first cutter digested genome fragment. Each fragment end was considered as a captured site (ligated to the viewpoint) if one or more sequences mapped to it starting at the end of the fragment and in the right orientation, facing the center of the fragment. The number of captured sites was summarized per 30 fragment window (max of 60 captured sites per window). The frequency of captured sites per window was used to fit a distance decreasing monotone function and z-scores were calculated from its residuals using a modified version of FourCSeq [58]. Significant contacts were considered in cases where the z-score was >2 in both replicates and deviated significantly (adjusted p value <0.05) from its normal cumulative distribution in at least one of the replicates.

### CRISPR/Cas9 genomic deletions

Two guide RNAs (g5.3-g3; S8 Table), together with the Cas9 protein with NLS (PNA Bio), were injected into the pronucleus of E0.5 B6/CBA F1 embryos, which were then transferred to CD1 pseudo-pregnant females. Guide RNAs were injected at 25ng-μL, and the Cas9 protein at 30 ng/μL. Embryos from the established line were collected at E10.5 and processed for *in situ* hybridization and genotyping (primers listed in S8 Table).

## Supporting information

S1 Fig *Nkx2*.*5-Cre*/+ and *Ctcf*^*fl/+*^;*Nkx2*.*5-Cre*/+ heterozygotes show no cardiac defects. Hematoxylin and eosin staining at E9.5 (A-F), E10.5 (G-L), and E11.5 (M-R) of control (A, B, G, H, M, N), *Ctcf*^*fl/+*^;*Nkx2*.*5-Cre* (C, D, I, J, O, P) and *Nkx2*.*5-Cre* heterozygous embryos (E, F, K, L, Q, R). Higher magnifications (black dashed boxes) for each section are shown below. A, atria; V, ventricle; AVC, atrioventricular canal; RA, right atria; RV, right ventricle; LA, left atria; RA, right ventricle; IVS, interventricular septum. Scale bars, 100 μm (A, G, M) and 200 μm (B, H, N).
(TIF) Click here for additional data file.

S2 Fig CTCF is lost at E10.5 in *Ctcf* ^*fl/fl*^;*Nkx2*.*5-Cre* mutant hearts. Immunofluorescence for CTCF (red) and cardiac troponin T (CT3, green) in sections of control and mutant hearts (*Ctcf* ^*fl/fl*^;*Nkx2*.*5-Cre*) at E9.5 (A, B), E10.5 (C, D) and E11.5 (E, F). Higher magnifications (white dashed boxes) of each section are shown below. Arrowheads point to CT3 positive cardiomyocytes show that loose CTCF signal in the mutants in comparison with the control. Arrows point to endocardial cells that express CTCF at comparable levels in mutant and control hearts. A, atria; V, ventricle; RA, right atria; LA, left atria; RV, right ventricle; LV, left ventricle; AVC, atrioventricular canal; IVS, interventricular septum. Scale bars, 100 μm (E9.5, higher magnification of E10.5) or 200 μm (E10.5, E11.5).
(TIF) Click here for additional data file.

S3 Fig CTCF loss does not affect apoptosis or proliferation in the developing heart. Cell death (A-F) and proliferation (G-L) in control and mutant (*Ctcf*^*fl*/fl^;*Nkx2-5-Cre*) hearts at E10.5. Cardiomyocytes are labelled with CT3 antibody (white; A, B, G, H), TUNEl (green (C, D) or phosphohistone 3 antibody (red, I, J). Arrowheads in merged images (E, F, K, L) point to positive nuclei. Quantifications of TUNEL and PH3 in cardiomyocytes at E10.5 (M, N) and E11.5 (O, P) showed no significant difference. RA, right atria; LA, left atria; RV, right ventricle; LV, left ventricle; AVC, atrioventricular canal. Scale bar, 200 μm.
(TIF) Click here for additional data file.

S4 Fig Functional annotation of genes dysregulated by *Ctcf* deletion in the developing heart. Detailed GO term enrichment in gene dysregulated in cardiac *Ctcf* mutants related to mitochondria (A) and translation (B).
(TIF) Click here for additional data file.

S5 Fig Chromosomal distribution and genomic features of genes dysregulated by *Ctcf* deletion in the developing heart. (A) Distances between differentially regulated (brown), upregulated (yellow) or downregulated (blue) genes in *Ctcf* mutants. Dashed lines show the distribution of random permutation tests. (B) Distribution of distances from the nearest CTCF binding site (left panel) or heart enhancer (right panel) to the transcriptional start sites (TSS) of downregulated, upregulated, and expressed but unchanged genes in *Ctcf* mutant hearts. ** p < 10e-10 versus expressed but unchanged genes; Mann-Withney test.
(TIF) Click here for additional data file.

S6 Fig Cellular phenotypes of *Ctcf* mutant cardiomyocytes. (A) Transmission Electron Microscopy showing balloning of mitochondria from mutant E11.5 cardiomyocytes that also have poorly organized crests. Scale bar, 1 μm. (B, C) Immunofluorecsence for Tom20 (B) and for sarcomeric α-actinin (C) in E10.5 control and mutant cardiomyocytes. Scale bars 20 μm (B-C). (D) Quantification of α-actinin bands per cell at E10.5 in control and mutant cardiomyocytes ns, not significant.
(TIF) Click here for additional data file.

S7 Fig 4C-seq analysis of the *Irx4*-*Ndufs6* locus in control and *Ctcf* ^*fl/fl*^;*Nkx2*.*5-Cre* mutant hearts. (A) ENCODE data for CTCF binding in 8 weeks mouse heart (mm9 chr13:72700492–73802866). (B) 4C-seq profiles using viewpoints from the *Irx4* (red) and *Ndufs6* (green) promoters, and the *Irx2*/*Irx4* intergenic CTCF BS (blue) in control and mutant (KO) E11.5 hearts. Dark shading depicts the mean interaction profile; lighter shading represents the standard deviation of replicates. Arrowheads indicate the location of the viewpoint.
(TIF) Click here for additional data file.

S8 Fig CRISPR/Cas9 mediated deletion of the *Irx2-Irx4* intergenic CTCF bidning site. (A) Top, ENCODE data for CTCF binding in 8 weeks mouse heart (mm9 chr13:72700492–73802866). The *Irx2*/*Irx4* intergenic CTCF BS is highlighted in green. Bottom, schematic representation of the location of the guide-RNAs used for genome editing of the CTCF BS. (B) Sequence of the wild type (wt) and deleted (del) alleles of the CTCF BS deleted. In red are the gRNAs sequences are indicate in red, and PAM sequences in bold lettering. (C) PCR genotyping of the different genotypes from the CTCF BS deleted mouse line.
(TIF) Click here for additional data file.

S1 Table Genotypes of live embryos obtained from ♂*Ctcf*^*fl/+*^;*Nkx2*.*5-Cre*^*tg/+*^ X ♀*Ctcf*^*fl/fl*^ crosses. (PDF) Click here for additional data file.

S2 Table Quantification of double positive CT3-CTCF nuclei in E9.5 mutant hearts. (PDF) Click here for additional data file.

S3 Table Quantification of proliferation and apoptosis in E10.5-E11.5 control and mutant hearts. (PDF) Click here for additional data file.

S4 Table RNA-seq analysis of *Ctcf*^*fl/+*^, *Ctcf*^*fl/+*^;*Nkx2*.*5-Cre* and *Ctcf*^*fl/fl*^;*Nkx2*.*5-Cre* E10.5 hearts. (XLSX) Click here for additional data file.

S5 Table Gene ontology analysis of differentially expressed genes between E10.5 control and mutant hearts. (XLSX) Click here for additional data file.

S6 Table Genes and functional annotations used to build Fig 2A and S3A and S3B Fig. (XLSX) Click here for additional data file.

S7 Table Motif discovery in proximal and distal CTCF peaks of dysregulated genes in *Ctcf*^*fl/fl*^;*Nkx2*.*5-Cre*^*tg/+*^ E10.5 hearts. (PDF) Click here for additional data file.

S8 Table Primers and oligonucleotides used in this study. (PDF) Click here for additional data file.

# Supplementary material for: CTCF counter-regulates cardiomyocyte development and maturation programs in the embryonic heart
**Source:** PLoS Genet. 2017 Aug 28;13(8):e1006985. doi: 10.1371/journal.pgen.1006985
**Supplement:** S1 Table

**S1 Table.** Genotypes of live embryos obtained from ♂ *Ctcf<sup>fl/+</sup>;Nkx2.5-cre<sup>tg/+</sup>* X ♀ *Ctcf<sup>fl/fl</sup>* crosses

| stage | genotype*                  |                             |                                                           |                                                            | total            |
|-------|----------------------------|-----------------------------|-----------------------------------------------------------|------------------------------------------------------------|------------------|
|       | <i>Ctcf<sup>fl/+</sup></i> | <i>Ctcf<sup>fl/fl</sup></i> | <i>Ctcf<sup>fl/+</sup>;<br/>Nkx2.5-cre<sup>tg/+</sup></i> | <i>Ctcf<sup>fl/fl</sup>;<br/>Nkx2.5-cre<sup>tg/+</sup></i> |                  |
| E8.5  | 2                          | 3                           | 1                                                         | 2                                                          | 8                |
| E9.5  | 26                         | 29                          | 27                                                        | 26                                                         | 108 <sup>#</sup> |
| E10.5 | 58                         | 58                          | 59                                                        | 46                                                         | 221 <sup>#</sup> |
| E11.5 | 137                        | 150                         | 132                                                       | 128                                                        | 547 <sup>§</sup> |
| E12.5 | 15                         | 20                          | 12                                                        | 14                                                         | 61               |
| E13.5 | 8                          | 9                           | 3                                                         | 0                                                          | 20               |
| E14.5 | 7                          | 6                           | 3                                                         | 0                                                          | 16               |
| E15.5 | 4                          | 2                           | 1                                                         | 0                                                          | 7                |

\* equal numbers of embryos from each genotype are expected from this cross

<sup>#</sup> includes embryos used for in situ hybridization

<sup>§</sup> includes embryos used for 4C-seq

# Supplementary material for: CTCF counter-regulates cardiomyocyte development and maturation programs in the embryonic heart
**Source:** PLoS Genet. 2017 Aug 28;13(8):e1006985. doi: 10.1371/journal.pgen.1006985
**Supplement:** S2 Table

**S2 Table.** Quantification of double positive CT3-CTCF nuclei in E9.5 mutant hearts

| <b><i>Ctcf</i><sup>fl/fl</sup>;<i>Nkx2.5-Cre</i> E9.5</b> |               |                 |
|-----------------------------------------------------------|---------------|-----------------|
| <b>sample*</b>                                            | <b>nuclei</b> | <b>CTCF + #</b> |
| 1                                                         | 684           | 302             |
| 1                                                         | 661           | 455             |
| 1                                                         | 635           | 349             |
| 1                                                         | 630           | 396             |
| 1                                                         | 593           | 171             |
| 2                                                         | 550           | 245             |
| 2                                                         | 559           | 283             |
| 2                                                         | 560           | 433             |
| 2                                                         | 538           | 133             |
| 2                                                         | 427           | 217             |
| 3                                                         | 515           | 111             |
| 3                                                         | 515           | 116             |
| 3                                                         | 558           | 271             |
| 3                                                         | 523           | 199             |
| 3                                                         | 505           | 238             |
| <b><i>total</i></b>                                       | <b>8453</b>   | <b>3919</b>     |

\* sample refers to independent embryos from which 5 sections were quantified

# only CT3 positive nuclei were scored for CTCF

(in control embryos, all CT3 positive cells are also CTCF positive)

# Supplementary material for: CTCF counter-regulates cardiomyocyte development and maturation programs in the embryonic heart
**Source:** PLoS Genet. 2017 Aug 28;13(8):e1006985. doi: 10.1371/journal.pgen.1006985
**Supplement:** S3 Table

**S3 Table.** Quantification of proliferation and apoptosis in E10.5-E11.5 control and mutant hearts

| control E10.5 |              |       |        |
|---------------|--------------|-------|--------|
| sample*       | CT3 + nuclei | PH3 + | TUNEL+ |
| 1             | 785          | 6     | 0      |
| 1             | 894          | 28    | 0      |
| 1             | 618          | 82    | 0      |
| 1             | 588          | 48    | 0      |
| 1             | 650          | 8     | 0      |
| 2             | 866          | 12    | 0      |
| 2             | 997          | 14    | 0      |
| 2             | 1007         | 34    | 0      |
| 2             | 930          | 192   | 1      |
| 2             | 689          | 16    | 0      |
| 3             | 897          | 31    | 0      |
| 3             | 954          | 9     | 0      |
| 3             | 842          | 11    | 0      |
| 3             | 819          | 89    | 1      |
| 3             | 878          | 91    | 0      |

| <i>Ctcf</i> <sup>fl/fl</sup> ; <i>Nkx2.5-Cre</i> E10.5 |              |       |        |
|--------------------------------------------------------|--------------|-------|--------|
| sample*                                                | CT3 + nuclei | PH3 + | TUNEL+ |
| 1                                                      | 1081         | 11    | 0      |
| 1                                                      | 745          | 11    | 0      |
| 1                                                      | 837          | 142   | 1      |
| 1                                                      | 735          | 27    | 0      |
| 1                                                      | 777          | 16    | 0      |
| 2                                                      | 1205         | 19    | 0      |
| 2                                                      | 1091         | 28    | 0      |
| 2                                                      | 1101         | 13    | 0      |
| 2                                                      | 1216         | 44    | 0      |
| 2                                                      | 1154         | 160   | 0      |
| 3                                                      | 1284         | 30    | 0      |
| 3                                                      | 1533         | 19    | 3      |
| 3                                                      | 1466         | 19    | 3      |
| 3                                                      | 728          | 17    | 1      |
| 3                                                      | 910          | 21    | 1      |

| control E11.5 |              |       |        |
|---------------|--------------|-------|--------|
| sample*       | CT3 + nuclei | PH3 + | TUNEL+ |
| 1             | 1676         | 287   | 0      |
| 1             | 1841         | 119   | 1      |
| 1             | 918          | 102   | 0      |
| 1             | 738          | 110   | 0      |
| 1             | 1636         | 251   | 0      |
| 2             | 2376         | 270   | 5      |
| 2             | 1759         | 175   | 2      |
| 2             | 1425         | 129   | 2      |
| 2             | 1658         | 271   | 2      |
| 2             | 1810         | 264   | 1      |
| 3             | 2034         | 108   | 4      |
| 3             | 2039         | 130   | 0      |
| 3             | 1958         | 268   | 0      |

| <i>Ctcf</i> <sup>fl/fl</sup> ; <i>Nkx2.5-Cre</i> E11.5 |              |       |        |
|--------------------------------------------------------|--------------|-------|--------|
| sample*                                                | CT3 + nuclei | PH3 + | TUNEL+ |
| 1                                                      | 1883         | 85    | 6      |
| 1                                                      | 2021         | 180   | 3      |
| 1                                                      | 1391         | 282   | 2      |
| 1                                                      | 2083         | 279   | 0      |
| 1                                                      | 2014         | 397   | 6      |
| 2                                                      | 1810         | 260   | 1      |
| 2                                                      | 2028         | 101   | 1      |
| 2                                                      | 1637         | 114   | 3      |
| 2                                                      | 1399         | 249   | 4      |
| 2                                                      | 1696         | 151   | 2      |
| 3                                                      | 1787         | 111   | 2      |
| 3                                                      | 1539         | 139   | 0      |
| 3                                                      | 1475         | 84    | 1      |

\* sample refers to independent embryos from which 3-5 sections were quantified

# Supplementary material for: CTCF counter-regulates cardiomyocyte development and maturation programs in the embryonic heart
**Source:** PLoS Genet. 2017 Aug 28;13(8):e1006985. doi: 10.1371/journal.pgen.1006985
**Supplement:** S7 Table

**S7 Table.** Motif discovery in proximal and distal CTCF peaks of dysregulated genes in *Ctcf<sup>fl/fl</sup>;Nkx2.5-cre<sup>tg/+</sup>* E10.5 hearts

|                     |                 | <b><i>de novo</i> motifs</b> | <b>p-val</b> | <b>known motifs</b> | <b>adj p-val</b> |
|---------------------|-----------------|------------------------------|--------------|---------------------|------------------|
| <b>development</b>  | <b>proximal</b> | <i>none</i>                  |              | CTCF                | 0,001            |
|                     | <b>distal</b>   | BORIS*                       | 1,00E-11     | CTCF / BORIS*       | 0 / 0            |
| <b>translation</b>  | <b>proximal</b> | <i>none</i>                  |              | CTCF / BORIS*       | 0 / 0            |
|                     | <b>distal</b>   | RPN4**                       | 1,00E-13     | CTCF / BORIS*       | 0 / 0,0001       |
| <b>mitochondria</b> | <b>proximal</b> | BORIS                        | 1,00E-15     | CTCF / BORIS*       | 0 / 0            |
|                     | <b>distal</b>   | <i>none</i>                  |              | CTCF                | 0,0001           |

\* CTCF-like factor

\*\* Yeast C2H2 zinc-finger factor; second best match to the *de novo* motif is CTCF

How the deposited data were processed for this re-analysis (not part of the article)

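RNA was measured by sequencing in 9 libraries of E10.5 mouse hearts, 3 from controls without *Nkx2.5-Cre*, 3 from heterozygotes and 3 from homozygotes, each from a pool of 6 hearts. The authors sequenced the libraries on a GAIIx instrument and deposited one table of normalized signal values per gene, made on the transcriptome of NCBIM37. The paper's text names no aligner, counting program, normalization or test for the RNA-seq. The deposited signal values were found to be whole reads plus 0.5, scaled by the authors to an effective library size that equaled the total reads times edgeR's TMM factor (from 0.955 to 1.03), so the values were already scaled when deposited. All 14011 genes had a value of at least 1 in at least 3 libraries, as after a filter on low values. Total reads ranged from 4294537 to 11629365 per library, and 1 read corresponded to a value between 0.0901 and 0.231.

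Columns were assigned to genotypes by the group averages in S4 Table, although the control columns are named Het and the titles of the deposited samples use HET for the heterozygotes with the driver. Values were analyzed as log2(value + 0.5). Differential expression was tested with limma 3.58.1 in R 4.3.3, with the 9 libraries and 3 groups in one fit, one mean-variance trend and Benjamini-Hochberg adjustment over all genes tested, and genes with an adjusted p under 0.05 were called. The comparisons were homozygotes against controls, homozygotes against heterozygotes and heterozygotes against controls. Gene families set by nomenclature and lists of cell type markers were tested with limma's camera at a correlation of 0.01, with adjustment over the families and over the marker lists separately. The families were cytosolic and mitochondrial ribosomal proteins, respiratory complexes I to IV, ATP synthase, mitochondrially encoded proteins, translation initiation factor 3, proteasome, sarcomere, cardiac transcription factors, clustered protocadherins and imprinted genes. The marker lists were cardiomyocyte, endothelial and endocardial, epicardial, cushion mesenchyme, erythroid, macrophage, liver and endoderm, Y-linked and *Xist*. A list of visceral endoderm genes was added after the data were seen. Neighboring genes were examined by permutation with 10000 draws. Gene names, coordinates and exonic lengths came from GENCODE M1, which placed 13987 genes and left 24 without a name. Near-identical sequences were searched with BLAST+ 2.17.0 at an identity of at least 95% over at least 50% of the exonic length. Tables were prepared with Python 3.11.15.

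Genes named in the text were those the paper names for its RNA-seq, Western blot or in situ results, the genes of Fig 4A, members of the lists above, the 5 largest rises and 5 largest falls in homozygotes against controls among called genes with a mean value of at least 10 in the higher group and no overlap between the groups, and at most 10 genes called between heterozygotes and controls by the smallest adjusted p. Near-identical parent genes of called pseudogenes were named after their values were seen. The alternatives tried were other pseudocounts, other filters on low values, a fit of only the groups compared, quantile normalization, limma without the trend, edgeR's quasi-likelihood test (version 4.0.16) on the recovered reads, a stricter threshold, limma's fry, camera with an estimated correlation and leaving out each library in turn. Alternatives chosen after seeing the data were voom on the recovered reads, removal of the trend with gene length by a loess fit in each library, a replicate block by the number that ends each column name, limma's fry and an estimated correlation for the marker lists, further exclusions of neighboring genes and distances between start sites. The methods were tested on simulated data with known changes, in which limma called 80.7% of 197 changed genes, 100% of those with a mean value of at least 10, and 10 unchanged genes, among 13931 genes. The simulated changes were large, with a median estimated log2 fold change of 0.996 in raised genes with a mean value of at least 10. In the data the median absolute log2 fold change of genes called against controls was 0.42. The simulated shares therefore do not hold for such smaller changes. Chromatin conformation, CTCF binding, in situ hybridization and protein data were left out because no processed values for them were available. No overlap with S4 Table was computed because only part of that table was available.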

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

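The tests below were chosen only after the result was seen, except the comparison of the globins with the other erythroid genes, whose criterion was replaced after its first outcome was seen.

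The 36 proteasome subunits, which the paper does not discuss, had a median log2 fold change of 0.14 in homozygotes against controls, with 13 called higher and 0 lower (limma's camera adjusted p = 1.92e-06), and all 3 homozygote libraries lay above all 3 control libraries. The family passed with limma's fry (adjusted p = 0.0027, against 4.4e-08 to 0.18 over its alternatives) but not with an estimated correlation. Short genes rose in general, and gene length as the cause was tested with 10000 lists of other genes matched on exonic length and mean level. The matched lists had a median of 0.08, and a rise as large gave a one-sided permutation p of 0.0085, which argues against gene length as the whole cause. With the trend with gene length removed, the median was 0.09 and the family still passed. Near-identical copies exist for 8 of the 36 genes, and reads shared with them were not tested. S6 Table, which the study chose from these libraries, holds 2 of the 36. A difference in the cell types of the pools and an effect of *Ctcf* loss stay open, as untested.

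Epicardial markers, a list of 10 genes, had a median of 0.36 in homozygotes against controls (limma's camera adjusted p = 6.82e-05), and all 3 homozygote libraries lay above all 3 control libraries. *Wt1*, *Krt18*, *Tbx18*, *Sema3d*, *Upk3b* and *Upk1b* were called higher, and 0 of the 10 were called lower. Erythroid markers, a list of 23 genes, had a median of 0.61 (limma's camera adjusted p = 6.03e-08), with 20 called higher and 0 lower, again with all 3 homozygote libraries above all 3 control libraries. Against heterozygotes the medians were 0.33 and 0.83. With limma's fry the adjusted p was 0.000493 for the epicardial and 0.106 for the erythroid genes, and with an estimated correlation neither list passed. Of the epicardial genes 1 is in another list and 3 are in S6 Table, and of the erythroid genes 12 are in S6 Table. The paper does not report on either cell type in its RNA-seq. A lower share of cardiomyocytes would raise the markers of all other cell types. Endothelial and endocardial markers instead had a median of -0.16 (limma's camera adjusted p = 0.0418, against 0.000414 to 0.751 over its alternatives) and cushion mesenchyme markers of -0.23, while cardiomyocyte markers had a median of 0.05. The endothelial median stayed negative in every alternative run, but the list did not pass with limma's fry, with an estimated correlation, with the replicate block or in the fit of only the groups compared (all -0.16), without the control libraries of 9654014 (-0.18) or 6698891 reads (-0.12), without the heterozygous libraries of 7946683 or 4294537 reads (both -0.16) and without homozygote replicate 2 or 3 (both -0.13). The rise of the epicardial mean beyond the endothelial mean was therefore fitted over the 9 libraries. It was 0.47 (standard error 0.0614, linear model, adjusted p = 0.000504 over 4 tests), and 0.53 beyond the cushion mesenchyme mean (standard error 0.0383, linear model, adjusted p = 3.62e-05), higher in 3 of 3 homozygote libraries than in every control library. With any 1 library left out the unadjusted p was at most 0.00159, which argues against a lower share of cardiomyocytes as the whole cause of the epicardial rise. For the erythroid genes the rise was 0.72 (standard error 0.285, linear model, adjusted p = 0.0456) and 0.77 (standard error 0.259, linear model, adjusted p = 0.0329), from 0.57 to 0.90 and from 0.63 to 0.93 with 1 library left out, where the unadjusted p was under 0.05 in 4 and 5 of the 9 fits. A lower share that raised the erythroid genes by 0.61 would raise the other markers alike, but the change of the endothelial mean was -0.14 (95% confidence interval from -0.33 to 0.045) and that of the cushion mesenchyme mean -0.20 (from -0.33 to -0.070), which argues against it as the whole cause of the erythroid rise too. More blood in the homozygote pools was tested on the globins, the most abundant erythroid transcripts. Their median was 0.77, against 0.61 for the other 16 erythroid genes. The first criterion, the SD of these 16 genes (0.089), put the globins above the others, and the second, the range of the 16 genes from 0.46 to 0.81, put them among the others. Neither decides, as any shared rise would meet the second, so more blood and a higher level per cell cannot be told apart. The most abundant, *Hbb-y*, *Hba-x* and *Hbb-bh1*, had mean values of 19280, 10720 and 9488 and rose by 0.80, 0.80 and 0.77, while *Hbb-b2* changed by 0.12 and *Hbb-b1* by -0.53. Whether blood was part of the hearts or came with the dissection was not tested. A larger share of epicardium and a higher level per cell stay open for the epicardial genes, as untested.

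Among the genes called between heterozygotes and controls, 5 pseudogenes had at most 3 reads in every control library and at least 11 in every heterozygous library. The paper's text names none of them, and the rows of S4 Table for this comparison were not available. Counted against 3 reads in controls, *Rps2-ps10* was at least 222-fold higher, *Gm13443* at least 36.8-fold, *Gm9825* at least 24.1-fold, *Gm14292* at least 11.4-fold and *Gm12245* at least 7.47-fold. Their near-identical parent genes are *Rps2*, *Glo1*, *Rnps1*, *Wtap* and *Bex4*. Reads that moved from a parent gene to its copy were tested over all 8 called pseudogenes. The parent was lower in heterozygotes for 6 of 8, and the sum of parent and copy changed by a median log2 of -0.01, from -0.11 to 0.63. The copies add little to most sums and the authors' counting program is not known, so a shift of reads and a change in the copies themselves cannot be told apart. Strain DNA linked to the *Nkx2.5-Cre* driver was tested by the position of the parents. The parent lay within 10 Mb of *Nkx2-5* for 4 of the 8 called pseudogenes and for 5 of the other 167 with a parent (Fisher's exact test, two-sided, p = 0.000212). With alignments summed per transcript, a rule added after the first was seen, these numbers were 5 of 8 and 5 of 168 (Fisher's exact test, two-sided, p = 9.86e-06). Homozygotes carry the driver too. Of the 6 called pseudogenes with a parent on the chromosome of *Nkx2-5*, all 6 were also called higher in homozygotes against controls, and for these strain variants near the driver may have led reads of the parents to be counted on their copies, which is a hypothesis from the same data. The 2 with a parent on another chromosome, *Gm15772* and *Gm12245*, were not called in homozygotes against controls and were both called lower in homozygotes than in heterozygotes, with mean values of 0.424, 47.7 and 0.636 and of 0.138, 3.82 and 0.937 in controls, heterozygotes and homozygotes, which argues against DNA linked to the driver for these 2. Homozygotes lose both *Ctcf* alleles, so the same values argue against an effect of the lost allele for these 2. For the other 6 called pseudogenes such an effect stays open, as untested.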

How the results depend on the processing

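The removal of the trend with gene length, voom on the recovered reads, the replicate block, and limma's fry and an estimated correlation for the marker lists were chosen after seeing the data. Except where the reason is given, the cause was not tested. Of the families in homozygotes against controls, complex II (median log2 fold change 0.11) and the imprinted genes (-0.13) passed with limma's fry and the mitochondrially encoded proteins (0.20) did not. With a correlation estimated from the data 0 families passed, where 11 had (3 had an unadjusted p under 0.05). By construction the medians were unchanged, at 0.33 for cytosolic and 0.16 for mitochondrial ribosomal proteins, 0.20 for complex I, 0.15 for complex III, 0.22 for complex IV, 0.18 for ATP synthase, 0.20 for mitochondrially encoded proteins, 0.13 for initiation factor 3, 0.14 for the proteasome, -0.18 for cardiac transcription factors and -0.46 for protocadherins. Of the 9 marker lists, of which 4 had passed, 2 passed with limma's fry and 0 with an estimated correlation (1 had an unadjusted p under 0.05). Among genes with a value of at least 5 in at least 3 libraries the protocadherins no longer passed (-0.31). In a fit of only the groups compared, complex III no longer passed (0.15).

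With quantile normalization complex III no longer passed (0.12), the sarcomere (-0.14) and imprinted genes (-0.18) did, and the mitochondrially encoded proteins (-0.027), cardiomyocyte markers (-0.060), macrophage markers (0.028) and *mt-Co1* (-0.23) changed direction. Limma without the mean-variance trend called 1196, 1063 and 10 genes in homozygotes against controls, homozygotes against heterozygotes and heterozygotes against controls, where 2133, 1901 and 20 were called with it, and 90% of the 10 were higher, against 65% of the 20. At an adjusted p under 0.01 the numbers were 858, 722 and 13, as a stricter threshold calls fewer genes by construction. The macrophage median was 0.066 with edgeR's quasi-likelihood test and 0.12 with voom, both reversed from -0.01, and with voom the imprinted genes passed (-0.13).

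With the trend with gene length removed 6 families passed. Complex III (0.049), complex IV (0.054), ATP synthase (0.12), the mitochondrially encoded proteins (0.013) and initiation factor 3 (0.075) no longer did. The cardiomyocyte markers (-0.0076), *Cox4i1* (-0.042), *Esrrg* (0.043), *Gabpa* (0.022), *Vdac2* (0.023) and *Vdac3* (-0.0076) changed direction, and 76.5% of the genes called between heterozygotes and controls were higher.

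With each of the 9 libraries left out in turn, 1059 to 2085 genes were called in homozygotes against controls, 1006 to 1865 in homozygotes against heterozygotes and 13 to 23 in heterozygotes against controls. The lowest came without the control library of 6698891 reads, without homozygote replicate 3, and without the control library of 9654014 reads or the heterozygous library of 4294537 reads. Of the 23 genes called between heterozygotes and controls without the control library of 8457617 reads, 91.3% were higher. Medians ranged from 0.11 to 0.17 for complex III, which did not pass without the control library of 8457617 reads (0.11) or homozygote replicate 1 (0.16), and from 0.14 to 0.28 for the mitochondrially encoded proteins, which did not pass without homozygote replicate 2 (0.15). They ranged from -0.094 to 0.015 for the sarcomere, highest without homozygote replicate 3, and from -0.14 to -0.087 for imprinted genes, which passed without the control library of 6698891 reads (-0.14). Of the 9 marker lists 2 to 5 passed, with 2 without the control library of 9654014 or 6698891 reads, the heterozygous library of 7946683 or 4294537 reads or homozygote replicate 3. Of the mitochondrial regulators 0 to 1 were called, the 1 without homozygote replicate 2.

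In the same fits macrophage markers ranged from -0.24 to 0.045 and were positive without the control library of 8457617 reads (0.034), homozygote replicate 1 (0.0056) or 2 (0.045). *Xist* ranged from -0.16 to 0.40 and was negative without the control library of 9654014 reads (-0.16) or homozygote replicate 1 (-0.0060). *Esrrg* ranged from -0.12 to 0.018 and was positive without the control library of 9654014 reads (0.0090), homozygote replicate 1 (0.0018) or 3 (0.018). *Nrf1* ranged from -0.024 to 0.11 and was negative without the control libraries of 9654014 (-0.024) or 6698891 reads (-0.016) or homozygote replicate 2 (-0.0073). *Tfam* ranged from -0.028 to 0.048, *Vdac1* from -0.040 to 0.015 and *Vdac2* from -0.039 to 0.035. *Tfam* was negative without the control library of 6698891 reads (-0.028), homozygote replicate 1 (-0.0020) or 3 (-0.011). *Vdac1* and *Vdac2* were positive without the control library of 9654014 reads (0.015 and 0.019) or homozygote replicate 1 (0.0053 and 0.035).

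Among single genes and marker lists, results were weaker in 39 and stronger in 8 cases over the fits that left out 1 library. Further changes were 4 weaker and 2 stronger in the fit of only the groups compared, 2 weaker and 2 stronger with quantile normalization, 4 weaker without the mean-variance trend, 1 weaker and 2 stronger with edgeR, 4 stronger with voom, 2 weaker with the trend with gene length removed, 3 stronger with the filter at 5, 1 weaker with pseudocount 0.1, 3 weaker and 1 stronger with limma's fry and 4 weaker with an estimated correlation.

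*Nkx2-5*, *Hopx*, *Irx4*, *Tomm20*, *Tnnt1*, *Tnnt3*, *Tnni2*, *Tnni3*, *Gsg1l*, *Scube2* and *S100a1* in homozygotes against controls kept their direction and stayed past the threshold in each of the 19 alternatives run for them. The epicardial and erythroid lists did so in the same 19 alternatives at the preset correlation, from 0.27 to 0.41 and from 0.52 to 0.72. With limma's fry the erythroid list did not pass (adjusted p = 0.106), and with an estimated correlation neither list did (adjusted p = 0.0783 and 0.587). One of the 19, without a filter on low values, removed no gene and tests nothing. The replicate block, not counted among the 19, used the number that ends each column name, which for controls and heterozygotes matches no deposited sample. With it 1756, 1553 and 15 genes were called in homozygotes against controls, homozygotes against heterozygotes and heterozygotes against controls, 11 families and 3 marker lists passed, 22 of the Fig 4A genes were called where 24 had been, and the calls of the endothelial list, *Nppa* and *Sdhd* in homozygotes against controls and of *Ctcf* in heterozygotes against controls were not made. Libraries of the same number share only that number, as their deviations from the group means correlated by -0.043 to 0.085 over the 9 pairs.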

Differences from the paper's values

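The log2 fold change of *Gsg1l* in homozygotes against controls was -2.39, against the paper's -2.65 in S4 Table. Of the alternatives set before the data were examined, pseudocount 0.1, edgeR's quasi-likelihood test and the fits without the control library of 9654014 reads, without homozygote replicate 1 and without homozygote replicate 2 brought the values within the replicate spread, and the others did not. With voom on the recovered reads, chosen after seeing the values, it was -2.65. The log2 fold change of *Scube2* was -2.35, against the paper's -2.66. Of the alternatives set before the data were examined, pseudocount 0.1 and edgeR's quasi-likelihood test brought the values within the replicate spread, and the others did not. With voom, chosen after seeing the values, it was -2.66.

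Limma on the log2 values called 2133 genes in homozygotes against controls, 1901 in homozygotes against heterozygotes and 20 in heterozygotes against controls, against the 2334, 1988 and 24 genes of the paper's S4 Table. Voom on the recovered reads, chosen after seeing the values, called 2335, 1989 and 24. For *Ctcf*, *Sdhd*, *Irx4*, *Cox4i1*, *Ndufs6* and *Mrpl36* voom also gave the log2 fold changes and adjusted p of S4 Table, to the digits compared. The differences from the paper in these numbers and genes thus go with the test used.

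The paper calls *Cox4i1*, *Ndufs6* and *Mrpl36* upregulated, and none of the 3 passed here, with limma adjusted p of 0.051, 0.051 and 0.0617. It also reports a subtle rise of *Ndufs6* by in situ hybridization at a later stage and more Cox IV protein, which were not examined here. *Cox4i1* passed among genes with a value of at least 5 in at least 3 libraries, without the control library of 9654014 reads (0.19), and with voom, chosen after seeing the values. *Ndufs6* passed with the same filter, in a fit of only the groups compared, with quantile normalization, with edgeR's quasi-likelihood test, without the heterozygous library of 9896345 reads or that of 4294537 reads (both 0.23), and with voom, chosen after seeing the values. *Mrpl36* passed without homozygote replicate 1 (0.27) and with voom, chosen after seeing the values. The adjusted p from voom were 0.0411 for *Cox4i1*, 0.0449 for *Ndufs6* and 0.0461 for *Mrpl36*, equal to those of S4 Table.

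The paper gives the rise of the Cox I protein, encoded by *mt-Co1*, as matching its RNA-seq. Here *mt-Co1* changed by 0.09 (limma adjusted p = 0.659) and passed in none of the 19 alternatives run for it. The discussion of the paper counts *Irx1* and *Irx2* among upregulated genes flanking *Irx4*, while its results give their RNA-seq levels as not significantly different. Its in situ hybridization at a later stage showed wider expression domains of both genes in mutants, which was not examined here. In the RNA-seq both genes had a log2 fold change of 0.46 here, with limma adjusted p of 0.308 and 0.0584. *Irx2* passed among genes with a value of at least 5 in at least 3 libraries, in a fit of only the groups compared and without the heterozygous library of 7946683 reads (0.46), and *Irx1* passed in none of the 19 alternatives run for it. The paper places the sarcomere among the categories of downregulated genes. Here 6 sarcomere genes were called lower and 6 higher in homozygotes against controls, and in that comparison the family passed only with quantile normalization (-0.14). Against heterozygotes 12 were called lower and 1 higher (limma's camera adjusted p = 0.000904, 0.0391 with limma's fry and 0.395 with an estimated correlation), and against controls a median as low was rare among lists matched on length and mean level (one-sided permutation p = 0.0113), a test chosen after seeing the values, and both agree in direction with the paper. The paper states that misregulated genes do not cluster in the genome. Here 388 pairs of adjacent tested genes were both called, against 323 in random draws. These draws were not matched on gene length or level, and adjacent pairs are a more local measure than the large domains the paper discusses. In a comparison of the distances between start sites, chosen after seeing the values, these were not shorter than in random groups for all called genes together, were shorter for those called higher (792306 bp against 1049150 bp) and were longer for those called lower (1213788 bp against 920896 bp).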

Other observations

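Apart from the splits of the libraries and the tests of the cytosolic ribosomal protein genes, the tests below were chosen only after the result was seen.

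Other splits of the 6 libraries of each comparison into groups of 3 were fitted in the same way. In homozygotes against controls, in homozygotes against heterozygotes and in heterozygotes against controls alike, 1 of the 10 splits gave as many called genes, the real one. The largest number from another split was 5, in homozygotes against controls. With 3 libraries against 3 the share of splits is never under 0.1, so a difference between pools by chance cannot be told apart from genotype by this test.

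Fold changes fell with exonic length in homozygotes against controls (Spearman correlation across 13987 genes -0.313, genes not being independent replicates), in homozygotes against heterozygotes (-0.254) and in heterozygotes against controls (-0.112). Log2 values relative to each gene's mean over the libraries correlated positively with length in each control and heterozygous library and negatively in each homozygote library, so length bias follows the genotype. Families were compared with 10000 lists of other genes matched on length and mean level, by one-sided permutation. A rise as large gave a permutation p of 1e-04 for cytosolic ribosomal proteins, the smallest the draws can give, 0.0048 for mitochondrial ribosomal proteins and 0.027 for complex I, and these families still passed with the trend removed, which argues against length as their whole cause. For complex III, complex IV, the mitochondrially encoded proteins and initiation factor 3 the permutation p was 0.327, 0.275, 0.387 and 0.0684, and gene length may account for their rise. For ATP synthase the permutation p was 0.0249, while the family did not pass with the trend removed (limma's camera adjusted p = 0.0767, against 2.67e-05 to 0.283 over its alternatives), so length and genotype cannot be told apart there because the tests part. A biological difference in short genes was not tested.

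More blood in the homozygote pools as the source of the higher cytosolic ribosomal protein level was tested with the erythroid mean as a covariate over the 9 libraries. The homozygote effect was 0.24 (standard error 0.09) and the slope on the erythroid mean 0.12 (standard error 0.11), with 5 residual degrees of freedom. Deviations of both lists from their group means gave Pearson's r of 0.457 (permutation p = 0.217, adjusted p = 0.217 over the 3 relations computed), Spearman's rho of 0.40 (permutation p = 0.291, adjusted p = 0.291) and r of 0.635 without the 2 farthest libraries. A homozygote effect of 0.24 thus remained with the covariate. But the erythroid mean was itself higher in all 3 homozygote libraries than in all control libraries, and its slope was hardly larger than its standard error. With so few libraries, blood as the whole or a part of the source cannot be told apart from genotype.

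The 4 Y-linked genes in the table had a median of -1.02 in homozygotes against controls (limma's camera adjusted p = 0.0418, against 0.00249 to 0.587 over its alternatives), and *Ddx3y* changed by -1.03 (limma adjusted p = 0.0315). The list did not pass with limma's fry or an estimated correlation (both -1.02), without the control libraries of 9654014 or 6698891 reads (both -0.95), the heterozygous libraries of 7946683 or 4294537 reads (both -1.02), homozygote replicate 1 (-0.73) or homozygote replicate 3 (-0.92). *Xist* changed by 0.11 (limma's camera adjusted p = 0.895), and was lower without the control library of 9654014 reads (-0.16) or homozygote replicate 1 (-0.0060) and higher without the control library of 8457617 reads (0.40) or homozygote replicate 2 (0.21). A lower share of male embryos predicts opposite changes of both over the libraries. Pearson's r over the 9 libraries was -0.525 (permutation p = 0.151, adjusted p = 0.217 over 3 relations) and -0.558 without the 2 farthest libraries, and Spearman's rho was -0.75 (permutation p = 0.0255, adjusted p = 0.0382). As deviations from the group means, r was -0.576 (permutation p = 0.101, adjusted p = 0.217), -0.575 without the 2 farthest, and rho -0.767 (permutation p = 0.0214, adjusted p = 0.0382). Since *Xist* did not change by more than its spread, the sexes in the pools and an effect of genotype cannot be told apart.

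*Nkx2-5* was lower in homozygotes than in heterozygotes by a log2 fold change of -0.55, although both carry the driver, which argues against the driver allele as the whole cause of its fall, while the -0.40 in heterozygotes against controls leaves a contribution open. Among the 343 tested genes within 10 Mb of *Nkx2-5*, a window chosen after the shares had been seen, 3.79% had an unadjusted p under 0.01 in heterozygotes against controls, against 2.04% of all autosomal genes. A share as high was found in 1.16% of 6959 windows of as many genes. Strain DNA linked to the driver predicts an excess in homozygotes against controls too, but there the window had 10.8%, against 17.0% of all autosomal genes, and 100% of the windows had a share as high. In homozygotes against heterozygotes, which both carry the driver, it had 11.1% against 15.6%. Since the window is low in such genes in both comparisons, a small excess could be hidden, and linked strain DNA and other sources of the excess in heterozygotes cannot be told apart.

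The control library of 8457617 reads held transcripts of endoderm, with *Afp* at 595 against at most 55.6 in the other 8 libraries, *Apoa1* at 115 against at most 4.55 and *Ttr* at 63.4 against at most 3.92. Liver tissue would bring albumin, but *Alb* was at 0.175 in this library and at up to 6.17 in the others, which argues against it. A list of visceral endoderm genes, written after *Afp*, *Apoa1* and *Ttr* were seen, had a mean of 2.71 in this library on the log2 scale relative to the mean of all libraries, against -0.76 to 0.088 in the others, and its 13 genes were all highest there (permutation p = 1e-04, the smallest the draws can give). The most abundant were *Apob* at 145, against a mean of 2.98 in the other libraries, and *Cubn* at 90.9 against 3.66. The studied tissue also expresses some of these genes, such as *Lrp2*, with a mean of 13.2 in the other libraries, and 0 of them are in another list. Visceral endoderm carried into this pool is a candidate source. In homozygotes against controls the list had a median of -1.04, and against heterozygotes 0.18. No biological explanation was tested.

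Liver and endoderm markers had a median of -0.90 in homozygotes against controls (limma's camera adjusted p = 0.444), with 0 genes called and 1 at an unadjusted p under 0.05. The median was -0.12 without the control library of 8457617 reads, -1.71 without that of 9654014 reads, -1.48 without that of 6698891 reads and -0.38 without homozygote replicate 2. Macrophage markers had a median of -0.01 (limma's camera adjusted p = 0.822), with *Lyz2* called lower, and of 0.034 without the control library of 8457617 reads, 0.0056 and 0.045 without homozygote replicates 1 and 2 and -0.24 without homozygote replicate 3. Cushion mesenchyme markers had a median of -0.23 (limma's camera adjusted p = 0.0531, against 0.0205 to 0.438 over its alternatives) and passed with limma's fry, quantile normalization, edgeR, voom, without the control library of 8457617 reads (-0.29) and without homozygote replicate 1 (-0.28). Of the cardiomyocyte markers 12 are in the sarcomere list. Their median was 0.05 against controls (limma's camera adjusted p = 0.968), negative with quantile normalization or the trend with gene length removed, and -0.09 against heterozygotes (limma's camera adjusted p = 0.024, but 0.111 with limma's fry and 0.686 with an estimated correlation). The 9 clustered protocadherins had a median of -0.46 (limma's camera adjusted p = 0.000628), with *Pcdhgc5* and *Pcdhb20* called lower and 0 higher, and the 32 imprinted genes of -0.13 (limma's camera adjusted p = 0.0903).

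*Nppa*, on chromosome 4, had a mean value of 750 in controls, 825 in heterozygotes and 578 in homozygotes (n = 3 each). Its log2 fold change in homozygotes was -0.40 against controls (standard error 0.12, limma adjusted p = 0.0462, against 0.0163 to 0.174 over its alternatives) and -0.54 against heterozygotes (limma adjusted p = 0.0128). The call against controls was lost in 10 of 19 alternatives, among them without the control libraries of 9654014 (-0.41) or 6698891 reads (-0.32), without any 1 of the heterozygous libraries (-0.40) and without homozygote replicate 2 (-0.45) or 3 (-0.21). Its exons overlap those of *Gm13054*.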
